# Gap junctions allow transfer of metabolites between germ cells and somatic cells to promote germ cell growth in the *Drosophila* ovary

**DOI:** 10.1371/journal.pbio.3003045

**Published:** 2025-02-18

**Authors:** Caroline Vachias, Camille Tourlonias, Louis Grelée, Nathalie Gueguen, Yoan Renaud, Parvathy Venugopal, Graziella Richard, Pierre Pouchin, Emilie Brasset, Vincent Mirouse

## Abstract

Gap junctions allow the exchange of small molecules between cells. How this function could be used to promote cell growth is not yet fully understood. During *Drosophila* ovarian follicle development, germ cells, which are surrounded by epithelial somatic cells, undergo massive growth. We found that this growth depends on gap junctions between these cell populations, with a requirement for Innexin4 and Innexin2, in the germ cells and the somatic cells, respectively. Translatomic analyses revealed that somatic cells express enzymes and transporters involved in amino acid metabolism that are absent in germ cells. Among them, we identified a putative amino acid transporter required for germline growth. Its ectopic expression in the germline can partially compensate for its absence or the one of Innexin2 in somatic cells. Moreover, affecting either gap junctions or the import of some amino acids in somatic cells induces P-bodies in the germ cells, a feature usually associated with an arrest of translation. Finally, in somatic cells, innexin2 expression and gap junction assembly are regulated by the insulin receptor/PI3K kinase pathway, linking the growth of the two tissues. Overall, these results support the view that metabolic transfer through gap junction promotes cell growth and illustrate how such a mechanism can be integrated into a developmental program, coupling growth control by extrinsic systemic signals with the intrinsic coordination between cell populations.

## Abstract 2

Gap junctions allow transfer of small molecules between cells, but it is unclear if cells can use this process to promote cell growth. Here, the authors show that gap junctions allow the exchange of metabolites between germ cells and somatic cells to promote germline growth during Drosophila oogenesis.

## Introduction

Gap junctions are channels between adjacent cells. Each cells harbor a hemichannel made of six subunits, connexins in vertebrates and innexins in other animal phyla where gap junctions are found. These two protein families are very different in terms of primary sequence, but similar in terms of conformation [1–4]. Hemichannels can be homomeric or heteromeric in composition and channels can be formed from two identical or different hemichannels, leading to a large range of channel combinations with different regulations or solute specificities. Gap junctions generally assemble in plaques that contain many channels and each channel allows the direct communication, and thus molecular flows, between the cytoplasm of two cells. However, due to the channel size and conformation, only passive transfer of small molecules and ions, up to approximatively 1 kDa, including second messengers (e.g., inositol triphosphate and calcium) is allowed. Gap junction proteins also participate in other cellular mechanisms, such as cell migration [5,6]. Moreover, many molecules that can diffuse through gap junctions are linked to energetic metabolism (e.g., glucose and pyruvate) and to anabolic metabolism (e.g., amino acids). However, despite many studies on these metabolite flows, their functional relevance has been elusive.

Such metabolite exchanges could promote cell growth. Available genetic data suggest that the growth of mammalian oocytes could be an illustration of such a mechanism. Indeed, mutation of connexin 37 (*Cx37*) in germ cells or of *Cx43* in somatic granulosa cells, which surround and are in contact with the oocyte, strongly impairs oocyte and follicle growth [7,8]. Moreover, amino acid import and pyruvate production are more efficient in follicle cells, and granulosa cells are required for an effective uptake of some amino acids, including alanine and proline, by the oocyte [9–12]. These data suggest a potential metabolic flow towards the oocyte via the gap junctions. Nonetheless, it is not known: (i) to which extent this putative transfer of metabolites contributes to explain gap junction impact on oocyte growth; and (ii) whether such mechanism is coupled with follicle cell growth and more generally, is integrated in the genetic programme controlling follicle development.

A major feature of oocytes is their large size throughout animal evolution, despite important variation among species [13,14]. Their size prefigures the early embryo size and their content will determine the early embryo development success rate and quality [15,16]. Hence, oocyte growth is an essential step that requires robust underlying mechanisms [17,18]. Oocyte development and growth usually occur in ovarian follicles where germ cells are surrounded by follicle cells (i.e., somatic epithelial cells). *Drosophila* oogenesis takes place in a structure called ovariole, in which follicles continuously arise and develop from the anterior to the posterior end. Each ovary is subdivided in about 16 ovarioles (Fig 1A). Follicles bud from a structure called the germarium that contains germ cells and somatic stem cells. Follicle development is divided in 14 morphological stages during which the oocyte volume increases 1000 times in about 3 days before being fertilized and laid [19]. At stage 1, a follicle contains a germline cyst of 16 interconnected cells: 15 nurse cells that will grow by endoreplication and 1 oocyte at the posterior end, blocked in early meiosis. Each germline cyst is encapsulated by the follicular epithelium that is initially composed of about 30 cells. These cells proliferate giving 800 cells at stage 6 and then they undergo endoreplication [20]. Both germ cell growth and follicle cell growth are cell autonomously sensitive to the usual growth systemic signals, such as the Insulin Receptor/Phosphatidylinositol 3 Kinase (InR/PI3K) and Target of Rapamycin (TOR) pathways [18,21–23]. These pathways affect also non-cell autonomously the growth of the adjacent tissue in both direction: the soma influences germline growth and vice versa [18,22–25]. The most striking illustration of this reciprocal coordination is observed when *Pten*, a InR/PI3K repressor, is mutated in follicle somatic cells. The faster growth of these somatic cells induces the faster growth of the surrounded wild-type germ cells. Regulation of somatic cell growth by germline growth involves the Hippo pathway and its modulation by tension induced on the epithelium due to the germline cyst volume increase [26]. However, it is not known how the follicle somatic cells control germ cell growth.

**Fig 1:**
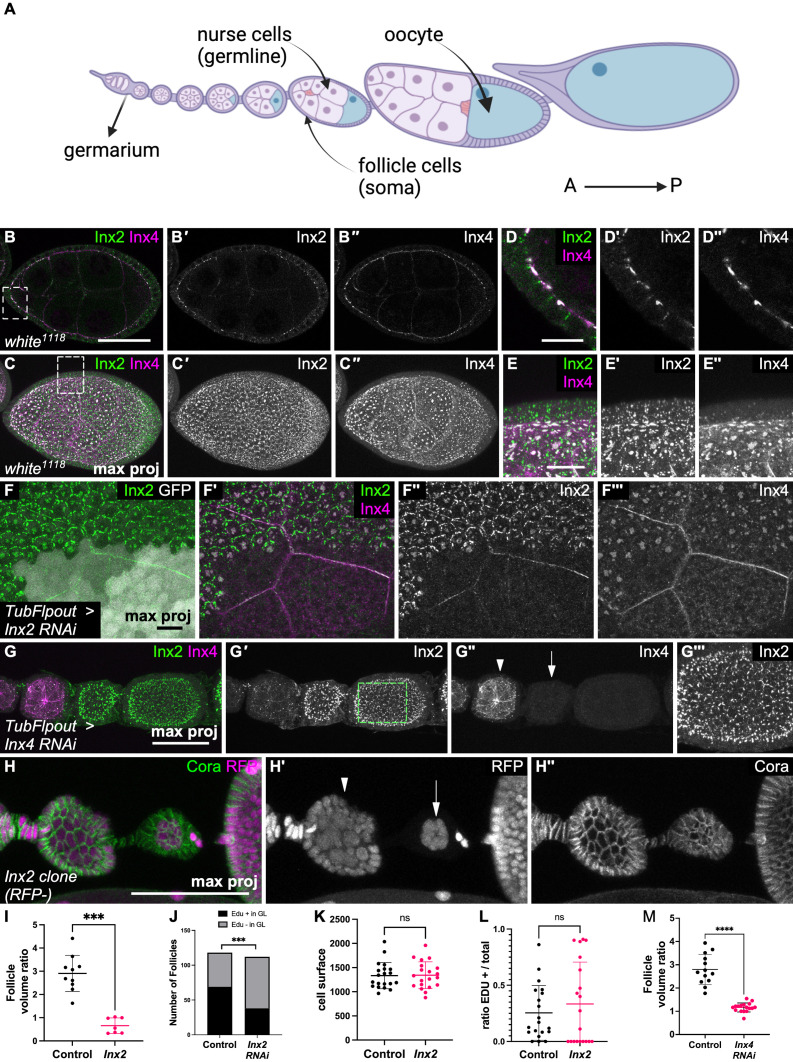
Soma-germline gap junctions are required for germline growth. (**A**) Scheme of an ovariole, oriented from the anterior (A) to the posterior (P) end, as all the subsequent images. The ovariole starts with the germarium from which young follicles bud before undergoing massive growth until the formation of an egg at the posterior end. In each follicle, somatic follicle cells (in purple) surround a germline cyst with the nurse cells (pink) and the oocyte (in blue). (**B**) Sagittal view and (**C**) maximum intensity projection images of a stage 7 follicle after immunostaining for Inx2 (green in B and C, white in B′ and C′) and Inx4 (magenta in B and C, white in B″ and C″). (**D**, **E**) Higher magnification of the insets in B and C to illustrate the formation of plaques at the germline-soma interface. (**F**) Immunostaining for Inx2 (green in F and F′, white in F‴) and Inx4 (magenta in F′, white in F″) in a follicle containing a *Inx2* RNAi-expressing clone in follicle cells marked by GFP expression (white in F). (**G**) Maximum intensity projection of immunostaining for Inx2 (green in G, white in G″ and G‴) and Inx4 (magenta in G, white in G′) in follicles containing *Inx4* RNAi-expressing germline clones visualized by Inx4 absence. Note the absence of Inx2 plaques at germline contacts at higher magnification (G‴) and the growth defect of *Inx4* RNAi follicles (arrow) compared with the wild-type younger follicle (arrowhead) (G″). (**H**) Somatic *Inx2*^*A*^ mutant clones, marked by the absence of RFP expression, induce a germline growth defect when they cover the whole epithelium (arrow) compared with the wild-type younger follicle (*n* − 1) (arrowhead). (**I**) Quantification of the ratio between the volume of the follicle showing a growth defect fully covered by *Inx2* mutant cells, and the volume of the *n* − 1 follicle of the same ovariole (*n* = 10 control and 7 *Inx2* mutant follicles, Mann–Whitney test). (**J**) quantification of stage 1−8 follicles positive or negative for Edu in the germline (GL) (*n* = 118 for control and *n* = 112 for *Inx2* RNAi, Fisher’s exact test) (**K**, **L**) quantification of (K) cell surface and (L) EDU-positive cells in small mutant *Inx2* clones compared with the surrounding wild-type cells (*n* = 20, 20 clones or groups of wild-type cells for K and L, Welch’s *t*-test). (**M**) Quantification of the volume ratio between a follicle with *Inx4* RNAi in the germline cyst and the wildtype *n* − 1 follicle of the same ovariole (*n* = 13 for control and *n* = 17 for *Inx4* RNAi, Mann–Whitney test). For all graphs, data are the mean ± SD. ***p < 0.01, ****p < 0.0001. Scale bars: 50 μm in B, G, H and 10 μm in E, F. The raw data underlying this figure can be found in S1 Data.

Here, we tested the hypothesis of an evolutionary conservation of gap junction function between germ cells and follicle cells to regulate *Drosophila* female germ cell growth and explored the underlying mechanism. Several reports indicate that gap junctions are present during fly oogenesis. In gem cells, innexin 4 (Inx4) forms plaques at the contact with follicle cells [27–29]. Several innexins, including Inx2, are expressed in follicle cells and partially colocalize with or are juxtaposed to Inx4 [28,29]. Inx4 is required for germ cell survival before follicle formation, and Inx2 is involved in the germline cyst encapsulation by follicle cells during follicle budding [27,30,31]. Inx2 and Inx4 are also required for morphogenetic events during oogenesis, such as the stretching of anterior follicle cells and the migration of border cells during stage 9 [6,29]. Moreover, Inx4 and Inx2 form gap junctions in the testis where they are required at different steps of sperm development [27,32,33].

We found that Inx4/Inx2 gap junctions are required for female germline growth once follicles are formed. Moreover, follicle cells specifically express genes involved in amino acid biology, and the import of some amino acids in follicle cells is necessary for germline growth. This germline growth control by somatic follicle cells is linked to the formation of processing bodies (P-bodies) and can be partially bypassed by the direct expression of a putative amino acid transporter in the germline. Moreover, gap junction assembly is controlled by the InR/PI3K pathway, thus connecting growth coordination between these two cell types with systemic growth control.

## Results

### Inx2 and Inx4 form gap junctions at the soma–germline interface that are required for germline growth

As gap junctions are required for oocyte growth in mammals, we asked whether they could play a similar role in *Drosophila* oogenesis [7,8]. Therefore, first, we characterized the gap junction composition and profile in somatic and germ cells, focusing on stages 1–8 when follicle development is globally limited to growth without major morphogenetic changes. As previously described [27–29], we detected Inx2 and Inx4 forming plaques at the interface between germ and somatic cells, these plaques often being larger in follicle anterior part. Inx2 also formed plaques on the lateral domain of follicle cells (Fig 1B–1E). Inx2 expression and plaque size tended to increase as follicles developed (S1A Fig). However, plaques tended to disappear specifically from the oocyte cortex around stage 8 and were completely absent at this position from stage 9 onwards (S1B Fig). The cytoplasmic signal localization suggested that Inx2 and Inx4 were mainly expressed in the soma and germline, respectively. Accordingly, *Inx2* knockdown (*Inx2* RNAi) induction in somatic clones led to the cell-autonomous loss of Inx2 staining, whereas induction of *Inx4* knockdown (*Inx4* RNAi) in the germline led to the loss of Inx4 staining (Fig 1F, 1G). Notably, we did not detect Inx4 at the contact of *Inx2* RNAi follicle cells, confirming published results (Fig 1F‴) [29]. Similarly, when *Inx4* was knocked down in germline cysts, we did not detect Inx2 plaques at the germline contact, although Inx2 protein expression was increased in follicle cells and still localized at the lateral domain of the cells (Fig 1G‴). This last observation could suggest a feedback mechanism between gap junction formation and Inx2 expression. Conversely, the loss of *Inx2* in the germline or *Inx4* in the soma did not induce visible defects (S1C, S1D Fig). Altogether, these data clearly established the presence of gap junction plaques composed of Inx4 in the germline and of Inx2 in follicle cells, and the Inx4-Inx2 interdependence for plaque assembly.

We then tested whether these gap junctions influenced germline growth by generating large *Inx2* mutant clones. In such conditions, we observed follicles that were smaller than the younger one at their anterior, a phenomenon never observed in the wild-type ovarioles. The quantification of the ratio between the volumes of the defective growth follicle and the follicle at its anterior confirmed these observations (Fig 1H, 1I). We observed this phenotype with three different alleles, and only when all (or almost) epithelial cells of a follicle harbored the mutated *Inx2* while the anterior one was wild-type or contained a smaller percentage of mutant cells, whereas similar cases with control clones had no visible effect (S1E Fig). Constitutive *Inx2* RNAi in the somatic lineage completely blocked oogenesis and precluded follicle observations. Therefore, we added a constitutive *Gal80*^*ts*^ transgene to allow a temporal control of RNAi construct (18 °C then 48 h at 30 °C). Inx2 knockdown induced by RNAi in follicle cells during 48 h leads to a strong reduction of the proportion of Edu-positive germline cysts, indicating that the growth defect is associated with an effect on endoreplication (Fig 1J). Because it is known that germline and somatic growth influence each other, we aimed to determine whether *Inx2* effect on germline growth was due to a cell-autonomous effect on somatic growth [18,22,24,26]. We analyzed follicle cell growth in smaller clones that do not induce germline defect to avoid feedback between tissues. In such mutant cells we did not observe any difference in cell size and in the proportion of cells in S phase (EDU-positive) between these populations, indicating that Inx2 did not influence somatic growth in a cell autonomous manner (Fig 1K, 1L). Of notice, follicle cells express other innexins at their lateral domain, suggesting that functional gap junction in between follicle cell may still exist in absence of Inx2 and may mask a potential communication in between these cells influencing their growth [28]. Nonetheless, these results suggest that Inx2-dependent gap junctions are specifically required for germline growth. We could not confirm this hypothesis using germline null *Inx4* mutant clones because in these mutant germline cysts development is blocked very early in the germanium [27]. Therefore, we generated *Inx4* RNAi clones in the germline, directly detected by the absence of Inx4 expression (Fig 1G). *Inx4* RNAi cysts were not larger than the younger wild-type follicle, indicating defective germline growth (Fig 1G, 1M). Altogether, these data indicate that Inx2 and Inx4 form homomeric and heterotypic gap junctions between somatic and germ cells that are required for germ cell growth.

### Genes implicated in amino acid metabolism are enriched in somatic follicular cells

Gap junction requirement for germ cell growth supports a model in which metabolites diffuse from follicle cells to germ cells. However, the direct identification of such metabolites is technically challenging. We hypothesized that if follicle cells produce or import metabolites not present in the germline, we might identify enzymes or transporters that are involved in this process and that are more expressed in follicle cells. To this aim, we performed translating ribosome affinity purification (TRAP), an approach that allows identifying the tissue-specific translatome. We used *nanos:Gal4VP16* and *trafficjam:Gal4* drivers to express a Green Fluorescent Protein-tagged ribosomal protein (UASp:RPL10a-GFP) specifically in the germline and in somatic cells, respectively (Fig 2A). 

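RPL10a is a protein of the large ribosomal subunit, so an anti-GFP immunoprecipitation recovers ribosomes, with the mRNAs they carry, from the cells in which the Gal4 driver is active. Ovaries of 100 females of each genotype, kept at 25 °C, were dissected, and 2 replicate libraries were sequenced for the soma and 2 for the germline. The authors deposited FPKM values (fragments per kilobase of gene, scaled to the fragments of the library) of 17490 genes in these 4 libraries, written with decimal commas. The paper's text names neither the aligner nor the counting tool nor the genome build. The values were multiplied by the length of the exons of each gene in the Ensembl release 115 annotation of BDGP6.54 and divided by 1 constant per library. This gave whole numbers of reads in all 4 libraries for 10162 of the 10518 genes above 0 in at least 1 library (96.6%). The reads recovered in this way numbered 18142020 in soma replicate 1, 2445604 in soma replicate 2, 3438170 in germline replicate 1 and 2956666 in germline replicate 2. Genes with rRNA in their symbol took 6.22% of these reads in soma replicate 1 (95% Wilson interval 6.21 to 6.23) and 74.3% in soma replicate 2 (74.2 to 74.3). They took 65.3% in germline replicate 1 (65.2 to 65.3) and 55.6% in germline replicate 2 (55.5 to 55.6). The reads left for all other genes were 17013813 and 629199 in soma replicates 1 and 2, and 1194623 and 1313996 in germline replicates 1 and 2. On a gene of 1 kb, a floor of 3 reads was worth 0.07 FPKM in soma replicate 1, 2.43 FPKM in soma replicate 2, 1.02 FPKM in germline replicate 1 and 0.827 FPKM in germline replicate 2. The intervals cover counting error only. The floor is a fixed number of reads and does not cover the counting error of genes with observed reads close to it. The library constants were proportional, within a spread of 0.46%, to size factors from the median ratio of each library to the geometric mean, so the deposited FPKM already carried a scaling of this kind. Soma and germline were compared with limma's moderated test with an intensity trend, on log2(FPKM + 0.1), for the 8823 genes with a mean of at least 0.1 FPKM. Fold changes of low genes depend on this pseudocount and can lie on either side of the paper's. The log2 fold change of P5CS was 2.86 against the paper's 3.67, and that of CG10621 was 5.74 against 5.2. For the noncoding gene CR44701 it was -5.99 against -3.14. For a single gene, 2 libraries against 2 allow no 2-sided exact permutation p below 0.333.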

Then, we immunoprecipitated the GFP-tagged polysomes and isolated and sequenced the associated mRNAs under translation. 

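Over the 8823 genes tested, the Spearman correlation of FPKM was 0.899 between the soma replicates and 0.94 between the germline replicates. Between a soma and a germline library it was 0.765 to 0.833. These correlations are across genes, which are not independent replicates. The log2 ratio of replicate 1 to replicate 2 had a standard deviation across genes of 1.5 in the soma and 1.2 in the germline. For the 3646 genes with a mean of at least 10 FPKM, it was 0.86 in the soma and 0.68 in the germline. With the genes limited to a mean of at least 1 FPKM, the correlation between the soma replicates was 0.863, the lowest value among the filters tried.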

Our biological replicates were highly reproducible (S1 Table and S2A Fig). 

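With limma, 830 of the 8823 genes tested (9.4%) were more than 5-fold higher in the soma at an unadjusted p under 0.05, and 95 genes (1.1%) were more than 5-fold higher in the germline. After Benjamini-Hochberg adjustment of limma's p-values, 544 soma genes and 48 germline genes passed the same cut-offs. Without any test, 1010 genes were above 5-fold in the soma and 213 in the germline. Of the 811 genes that pass these cut-offs in the paper's S1 Table, 741 were among the 830. The setting that moved the soma count most was a pseudocount of 1 FPKM, which left 428 genes. Reads could be recovered for 785 of the 830 soma genes, and 312 of these had 3 reads or fewer in both germline libraries. For 152 of the 312, the mean in the soma was more than 5 times the FPKM that 3 reads would give in the germline. Among the genes past the cut-offs, the largest log2 fold change was that of Oat, which lies on chromosome 3L of BDGP6.54 from 19647280 to 19649851. Its expression was 61.2 ± 17.1 FPKM in the soma (SD, n = 2), and it had 1 read and 0 reads in the germline libraries, so it was at least 99.5-fold higher in the soma. CG3348, CG6508, CG31288 and gbb followed. CG6508 was at least 134.9-fold higher, CG31288 at least 25.1-fold higher and gbb at least 26.6-fold higher in the soma than 3 reads in the germline. CG3348, for which no whole reads were recovered, had 61.3 ± 12.7 FPKM in the soma and 0.508 ± 0.718 FPKM in the germline (SD, n = 2 each).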

To extract genes with a specific or strongly enriched somatic expression, we used a fold-change of 5 between soma and germline as cut-off that gave a list of 811 genes (Figs 2B and S2B). We then selected genes involved in small molecule metabolic processes, reducing the list to 52 genes. 

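The genes nvd, spo, spok, sro, phm, dib, sad and shd, which encode enzymes of ecdysone synthesis, are all listed. The gene spok is at 0 in the 4 libraries, and the other 7 genes had a higher value in both soma libraries than in either germline library. With limma, 6 of them passed a 5-fold difference at an unadjusted p under 0.05, namely spo, sro, phm, dib, sad and shd. For nvd, the mean was 1.81 ± 1.23 FPKM in the soma and 0.4 ± 0.566 FPKM in the germline (SD, n = 2 each), with a log2 fold change of 2.5 (standard error 1.31, limma adjusted p = 0.27). The highest of the 7 was sad, on chromosome 3R of BDGP6.54 from 11877235 to 11879754. Its value was 18.8 FPKM in soma replicate 1, from 1428 reads, and 2.75 FPKM in soma replicate 2, from 6 reads, with 1 read in each germline library. On the mean of the soma libraries, sad was at least 20.6-fold higher in the soma, a bound that rests mostly on replicate 1. Its log2 fold change was 4.75 (standard error 1.04, limma adjusted p = 0.031). It was 3.38 without soma replicate 1 and 6.11 without soma replicate 2. The values of sro differed as widely between the soma replicates, with 464 reads in replicate 1 and 2 reads in replicate 2. The lowest of the 6 was shd, with 57 and 4 reads in the soma and 0 reads in the germline, at least 2.47-fold higher in the soma. With limma-voom on the recovered reads, a setting chosen after seeing the data, 6 genes also passed, but not the same 6. There nvd passed (log2 fold change 3.0, limma-voom unadjusted p = 0.036) and shd did not (limma-voom unadjusted p = 0.061). At an adjusted p under 0.05 over all genes tested, 2 of the 8 genes passed, spo and sad, and 5 passed when limma's p-values were adjusted over this list alone. For tj, which is expressed in the soma, the mean was 45.3 ± 2.05 FPKM in the soma and 3.29 ± 0.932 FPKM in the germline (SD, n = 2 each). The germline genes AGO3 and aub, used by the authors to check specificity, were found in the soma libraries at 28.8% and 34.6% of their mean germline FPKM. For AGO3, the log2 fold change was -1.78 (standard error 0.33, limma adjusted p = 0.019), below the 5-fold cut-off.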

The whole ecdysone synthesis pathway (six genes), which is exclusively active in follicle cells, was enriched in follicle cells, thus validating our TRAP approach [34]. Moreover, six genes encoding enzymes involved in amino acid biosynthesis were strongly enriched in follicle cells (Fig 2B). 

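CG10621, CG10623, CG1673, Gs2 and P5CS, 5 of the biosynthesis genes of Fig 2B, all passed a 5-fold difference at an unadjusted p under 0.05 with limma, and their log2 fold changes were 2.86 to 5.74. For each of the 5 genes, both soma libraries had a higher value than either germline library. The most strongly expressed of them was CG10623, on chromosome 2L of BDGP6.54 from 18955481 to 18957311. It had 210 ± 101 FPKM in the soma and 6.61 ± 0.145 FPKM in the germline (SD, n = 2 each), with a log2 fold change of 4.88 (standard error 0.37, limma adjusted p = 0.0016). CG10621 lies on the same chromosome, from 18952206 to 18954431. It had 307 and 11 reads in the soma libraries and 0 reads in both germline libraries, which makes it at least 8.7-fold higher in the soma. The means of CG1673 were 23.6 ± 0.007 FPKM in the soma and 2.26 ± 0.249 FPKM in the germline (SD, n = 2 each). CG1673, CG10621 and CG10623 had a limma adjusted p under 0.05. Gs2 and P5CS did not, with adjusted p-values of 0.11 and 0.17 from limma. The mean of Gs2 was 2.23 ± 0.075 FPKM in the soma, at least 5.39-fold above the germline floor, with 3 reads and 0 reads in the germline. P5CS had 114 and 4 reads in the soma and none in the germline, at least 3.19-fold higher in the soma, so a 5-fold difference was not measurable at this depth. When limma's p-values were adjusted over these 5 genes alone, all 5 passed, but the list was drawn from the same libraries.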

By analyzing this gene ontologyclass, we found that 29 enzymes were expressed in both cell types, but none was germline-specific (Fig 2C). Similarly, among the 60 amino acid transporters encoded by the fly genome, 21 were expressed in both tissues, 12 were specifically expressed in the soma, and none in the germline alone (Fig 2B, 2D). 

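The transporter genes of Fig 2B are kar, CG15279, CG1628, CG1698, CG16700, NKCC, CG31904, Eaat1, Ncc69, CG43693, CG7888 and sbm. All 12 had a higher value in both soma libraries than in either germline library and were above 5-fold on the log2(FPKM + 0.1) scale, with log2 fold changes of 2.54 to 4.9. With limma, 11 of the 12 passed at an unadjusted p under 0.05, and NKCC did not (log2 fold change 2.69, standard error 1.32, adjusted p = 0.24). NKCC had 45 and 9 reads in the soma libraries and 0 and 1 in the germline libraries. At a limma adjusted p under 0.05, 6 of the 12 passed, namely kar, CG16700, Eaat1, Ncc69, CG43693 and CG7888. CG43693, on chromosome 3L of BDGP6.54 from 11036358 to 11051371, had the highest expression of the 12, with 132 ± 62.6 FPKM in the soma and 7.54 ± 1.9 FPKM in the germline (SD, n = 2 each). Its log2 fold change was 4.05 (standard error 0.4, limma adjusted p = 0.0026), and 86 and 74 reads were recovered in the germline libraries. A noncoding gene, CR45119, overlaps it on the other strand, and whether the authors' counting used strand is not stated. CG7888 lies on the same chromosome, from 11054035 to 11059659, and had 24.7 ± 11.7 FPKM in the soma and 1.21 ± 0.345 FPKM in the germline (SD, n = 2 each). In 7 of the 12 genes, both germline libraries had 3 reads or fewer. Against that floor, 5 of these 7 were at least 5-fold higher in the soma, up to 21.0-fold for Eaat1, while CG31904 was at least 3.32-fold higher and NKCC at least 4.52-fold higher. The soma replicates of Eaat1 were far apart, at 1.76 FPKM from 237 reads in replicate 1 and 10.6 FPKM from 41 reads in replicate 2. Replicates 1 and 2 also differed for NKCC (0.265 and 1.84 FPKM), sbm (1.13 and 3.40 FPKM) and CG15279 (4.36 and 0.86 FPKM). The bounds use the mean of the 2 soma libraries and do not cover this spread. With the lower soma library alone, the bounds of these genes would be smaller. For CG1628 (2 and 3 germline reads) and sbm (3 and 2), the floor was about the observed reads. Their bounds leave out counting error in the germline. With quantile normalization between samples, 7 of the 12 genes passed. The authors drew the 12 genes from the same libraries by a 5-fold difference in favour of the soma, so these counts give no independent support. The members of the class of 60 transporters other than these 12 were not analysed here.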

Interrogating the Fly Cell Atlas for the 18 genes involved in amino acid synthesis or transport and enriched in the soma in the TRAP experiments indicated that they were all detected in a higher proportion of “ovariole somatic cells” than “female germ cells” [35]. It suggests that the differences observed in the translatomes of soma and germline are already true at the level of their transcriptomes. These data indicated that among the genes strongly enriched in follicle cells there is a strong bias for genes involved in amino acid synthesis or import. 

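Among 17 genes of both classes of Fig 2B, 16 were more than 5-fold higher in the soma at an unadjusted p under 0.05 with limma, and 9 had an adjusted p under 0.05 over all genes tested. None of the 17 passed the cut-offs in the germline. The authors drew these genes from the same libraries, at the same cut-offs in favour of the soma. Both counts were therefore largely set in advance and give no independent support. In 10 of the 17 genes, both germline libraries had 3 reads or fewer, and 7 of these 10 were at least 5-fold higher in the soma than that floor. With limma-voom on the recovered reads, a setting chosen after seeing the data, 14 of the 17 genes passed at an unadjusted p under 0.05. Among the settings chosen in advance, a pseudocount of 1 left 5 of the 12 transporter genes past the cut-offs, and quantile normalization 7. Each of these settings left 4 of the 6 biosynthesis genes of Fig 2B. From the distribution of both classes between soma and germline and from the Fly Cell Atlas, the paper concludes that genes strongly enriched in follicle cells are biased toward amino acid synthesis or import.

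**Figure D1:**
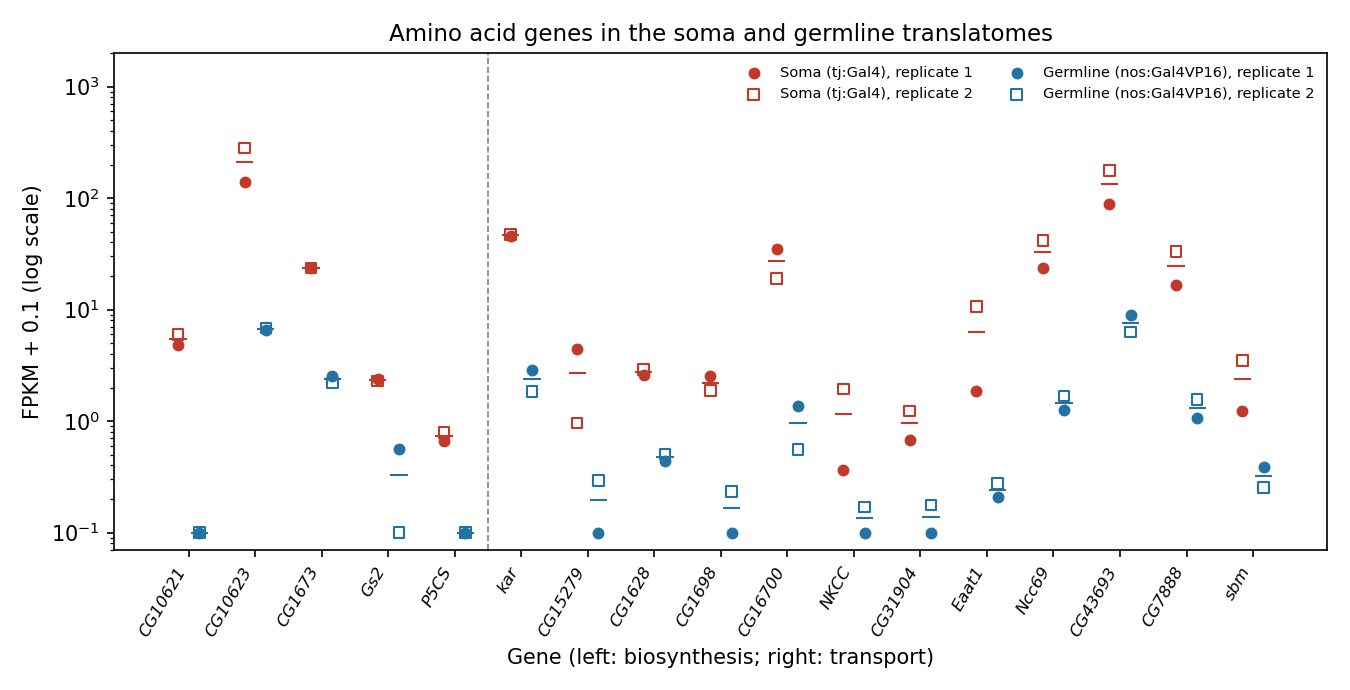
FPKM + 0.1 of 17 amino acid genes of Fig 2B on a log axis, with biosynthesis genes left of the dashed line and transporter genes right of it. Each point is 1 library, filled circles are replicate 1 and open squares replicate 2, and the short lines are the means of 2. For all 17 genes, both soma libraries lie above both germline libraries.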

Given the importance of these metabolites for growth, they are good candidates to be transferred through gap junctions.

**Fig 2:**
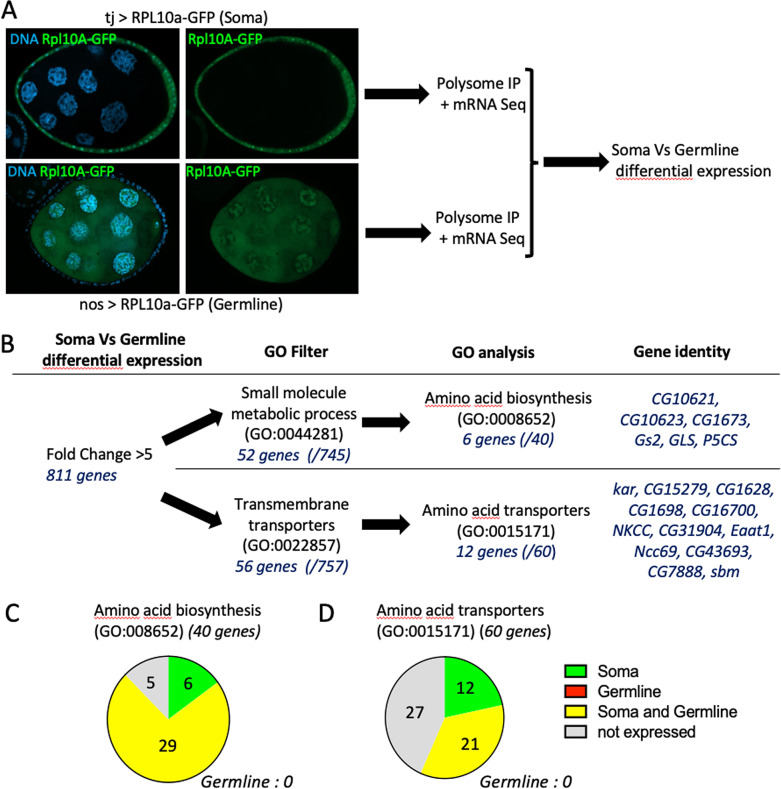
TRAP analysis identifies soma-specific expression of amino acid metabolism and transport genes. (**A**) Representative images of follicles expressing RPL10a-GFP in the soma (driven by tj:Gal4) or the germline (driven by nos:Gal4p16). After polysome immunoprecipitation (IP), mRNAs were sequenced. (**B**) The expression of 811 genes was significantly enriched in somatic cells compared with germline cells (fold-change > 5, *p*-value < 0.05). After filtering for genes involved in small-molecule metabolism or transport, genes related to amino acid biology were identified. (**C**) Distribution (soma and/or germline) of genes encoding proteins implicated in amino acid biosynthesis or transport according to their expression profile. No gene of these classes was enriched exclusively in the germline. The raw data underlying this figure can be found in S1 Table.

### A putative amino acid transporter is required in follicle cells for germline growth

We performed a reverse genetic screen by inducing the silencing (RNAi) of the genes involved in amino acid synthesis or transport identified by TRAP in follicle cells and then looking for ovary growth defects. For each amino acid, many redundancies may occur between anabolic pathways or transporters that may preclude the observation of clear phenotypes. Moreover, although all the available RNAi lines for these genes were tested, we could not exclude that some were not efficient enough. However, the knockdown of one of the 18 tested genes, *CG43693*, reproductively induced an ovary growth defect in independent RNAi lines (Fig 3A–3C). We named this gene cochonnet (coch) for reasons explained below. The ovary growth defect observed upon *coch* knockdown is associated with a change in follicle stage distribution, with the accumulation of the younger stages (1–9) and a depletion of the more mature ones (10–14) (Fig 3D). Although uncharacterized in *Drosophila*, Coch unambiguously belongs to the well-characterized SLC36 family of amino acid transporters, and was especially close to mammalian SLC36A1 and SLC36A4 that are involved in non-polar amino acids transport as proline, alanine, or tryptophan [36–38].

**Fig 3:**
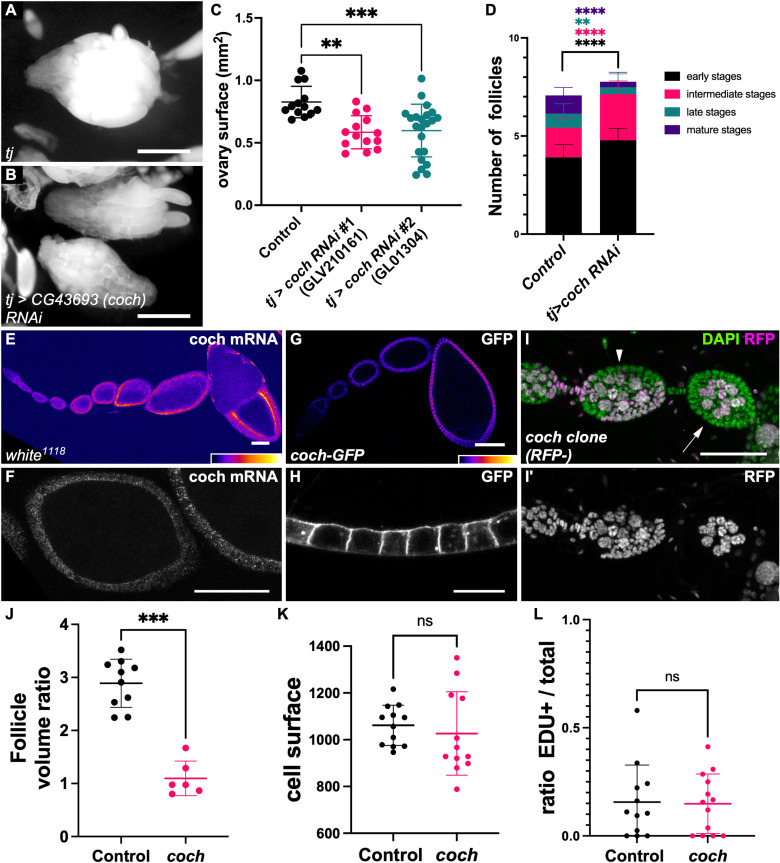
Import of some amino acid in follicle cells promotes germline growth. (**A**, **B**) Representative images of ovaries in (**A**) control and (**B**) after *CG43693/coch* knockdown by RNAi in somatic cells. (**C**) Ovary size (surface) quantification in control and after *coch* somatic knockdown using two RNAi lines (Ordinary one-way ANOVA + Dunnett’s multiple comparisons test). (**D**) stage distribution per ovariole in control or *coch* knockdown conditions. We regrouped follicle stages in four categories: early: 1−6, intermediate: 7−9, late: 10−12, mature: 13−14 (*n* = 43 for controls and *n* = 95 for *coch* RNAi, two-way ANOVA and Šídák’s multiple comparisons test). (**E**, **F**) In situ hybridization analysis of *coch* expression in (**E**) a whole ovariole and in (**F**) stage 4 and 7 follicles. (**G**) Expression of endogenous Coch protein tagged with GFP from germarium to stage 8. (**H**) Higher magnification of follicle cells showing Coch-GFP localization in the cell cortex. (**I**) *Coch* mutant clones marked by the absence of RFP (shown on I'). When all somatic cells of a follicle are mutated, follicle growth is affected (arrow) as seen when compared with the younger follicle (arrowhead). (**J**) Quantification of the ratio between the volume of follicle with a growth defect and fully covered by mutant cells and the *n* − 1 follicle in the same ovariole (*n* = 10 control and 6 *coch* mutant follicles, Mann–Whitney test). (**K**, **L**) quantification of (**K**) cell surface and (**L**) EDU-positive cells in small *coch* mutant clones compared with the surrounding wild-type cells (*n* = 12 control and 12 mutant clones or groups of wild-type cells, Welch’s *t*-test). For all graphs, data are the mean ± SD. **p < 0.01, ***p < 0.001. Scale bars: 500 μm in A, B, 50 μm D, E, F, H and 10 μm in G. The raw data underlying this figure can be found in S1 Data.

RNA-FISH indicated that *coch* was specifically expressed in follicle cells, as no expression was detected in germline cells, and checked for its effective knockdown by RNAi in the somatic lineage (Figs 3E, 3F and S3A). Moreover, we detected *coch* mRNA in all follicle cells and at all stages of oogenesis, and its expression progressively increased with the stage (Fig 3E). This mRNA was enriched at the apical side of the follicle cell, fitting with a previous observation that many mRNAs, including this one, are localized at this domain in follicle cells [39]. A role in importing amino acids from the hemolymph would require a cell membrane localization, while some amino acid transporters are specific to some intracellular vesicular compartments. Therefore, to determine Coch protein localization, we generated a GFP knockin with the *Minos*-mediated integration cassette (MiMIC) system to insert in-frame an EGFP-encoding exon [40]. This insertion was in the non-conserved N-terminal part common to five of the seven described *coch* isoforms. Importantly, it tags isoforms RA and RB that were expressed in follicle cells according to our TRAP mRNA sequence data. The line *coch-GFP* was homozygous viable and fertile without visible phenotype. Moreover, ovary size was normal when *coch-GFP* was in trans with a deficiency covering the gene, indicating that the insertion did not affect protein function (S3B Fig). We observed a strong GFP signal that tended to increase throughout oogenesis in follicle cells, as previously observed for the mRNA, but no signal in the germline (Fig 3G). The GFP decorates the whole cortex of follicle cells, though appearing more enriched at the lateral and apical domains (Fig 3H). Of notice, septate junctions are not mature from stage 1–8, and the epithelium is therefore not impermeable, suggesting that solutes import via Coch can occur from any domain [41]. Moreover, Coch-GFP subcellular localization was not affected in mutant cells for *Inx2,* though its expression appears slightly lower in such a context (S3D Fig). Thus, both Coch tissue distribution, specific to somatic cells and present at all stages, and subcellular localization, at the cell cortex, were in agreement with the hypothesis that it is implicated in the import of some amino acids to promote follicle growth.

We then tested whether Coch was required for follicle growth. The Minos element insertion (*CG43693*^*MI101960*^) used for the GFP knockin initially contains an exon with STOP codons in different frames. As it is located in the protein N-terminus, it should induce null mutation of the affected isoforms, which include the ones expressed in follicle cells. This allele was sublethal when homozygous or in trans with a deficiency covering the gene. In both cases, the ovaries of these flies were strongly atrophied, fitting with a role for this gene in follicle growth, though we could not detect a difference in the proportion of Edu-positive cysts (Figs S3B, 3C). Moreover, Replacing the STOP codon-containing exon with the GFP exon suppressed ovary growth defect. We generated mutant clones in the follicular epithelium. Analysis of small clones that did not cover the whole epithelium did not show any difference in cell size and proliferation, suggesting that follicle cell growth was not affected (Fig 3K, 3L). Conversely, when the whole epithelium of a follicle was mutated, such follicles were smaller (or of the same size) than the younger ones (Fig 3I, 3J). As this growth defect led to tiny and round follicles, we called this gene *cochonnet (coch)* after the nickname of the small wood ball used with larger metal boules for pétanque, a traditional game in the South of France. Importantly, these experiments indicated that *coch* expression in somatic follicle cells was required for germline growth.

### Genetic evidence of a metabolic transfer between soma and germline cells

Our results support a model in which some amino acids imported in follicle cells diffuses through gap junctions to sustain germline growth. In this case, germline expression of *coch* should rescue genetic conditions in which it is absent in somatic follicle cells. Importantly, it is known that the follicular epithelium is permeable at least until stage 8, and thus that metabolites from the hemolymph can directly reach oocyte surface [41]. To test this hypothesis, we combined the UAS/Gal4 system with the QUAS/QF system [42]. We generated a MatTub:QF driver and a QUASp promoter, inspired by the UASp promoter, for proper expression in the germline [43]. A Q*UASp:GFP* transgene driven by MatTub:QF was expressed once the germline cyst is formed in the germarium and in all the subsequent stages, starting slightly earlier than what described for MatTub:Gal4Vp16, indicating that both driver and QUASp promoter were functional (S4A Fig). Expression of the *QUASp:coch* transgene in the germline with the same driver (*MatTub>coch*) had a slight negative effect on ovary size (Fig 4A–4C, 4F). However, when it was combined with somatic knockdown of coch (tj>cochRNAi), it rescued the effect of the latter on ovary size (Fig 4A, 4D–4F). Importantly, since MatTub:QF driver is expressed only from late stages of germarium, the observed rescue cannot be due to an effect during gonad development. However, such rescue is not quantitatively observed in the stage distribution, suggesting that the latter is less sensitive than ovary size to probe growth modification (S4B Fig). We also quantified egg laying in these different genetic backgrounds. This experiment confirmed both the slight deleterious effect of germline *coch* expression, but also its ability to rescue its knockdown in the follicle cells (Fig 4G). Altogether, these genetic data demonstrated that the requirement of coch expression in follicular cells for germline growth can be partially compensated by its germline expression, suggesting a direct metabolic exchange between these cell types through the gap junctions. To further explore this idea, we attempted similar experiments between the ectopic expression of *coch* in the germline and the *Inx2* knockdown. Of notice, in the conditions used for these experiments (18 °C then 48 h at 30 °C), due to the temporal control of *Inx2* RNAi expression, we did not observe a significant negative effect of germline ectopic *coch* expression that we observed before (Fig 4F, 4H). However, it tends to rescue the ovary size of *Inx2* knockdown (Fig 4H). Interestingly, this result fits with a model in which the solutes imported via Coch in the somatic cells reach the germline through Inx2-dependent gap junctions.

**Fig 4:**
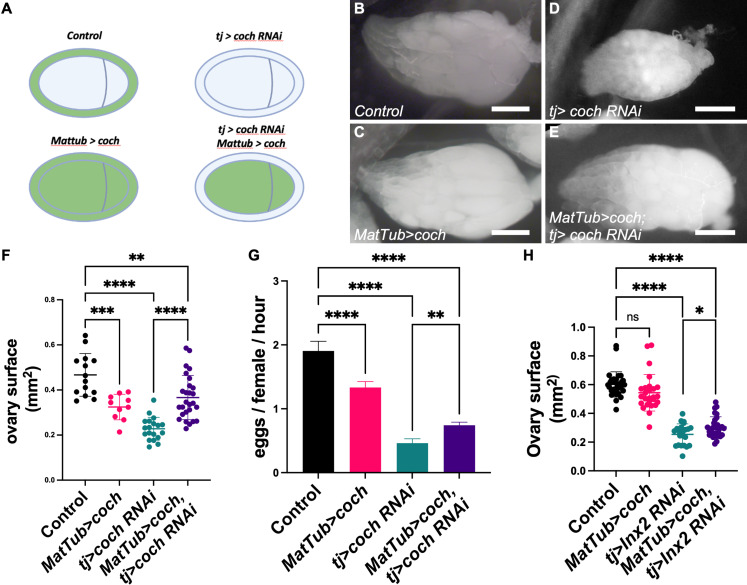
Ectopic coch expression in the germline compensates its absence in the soma or the one of gap junction. (**A**) Scheme representing *coch* expression in green in the different genotypes used on this figure. (**B**–**E**) Representative images of a full ovary from (**B**) a control female, (**C**) a *MatTub>coch* female, (**D**) a *tj>coch RNAi* female, a *MatTub>coch* female and (**E**) a *tj>coch RNAi*, *MatTub>coch* female. (**F**) Quantification of ovary size (surface) in the indicated genotypes (*n* = 14, 10, 19, and 27 ovaries, Ordinary one-way ANOVA + Tukey’s multiple comparisons test). (**G**) Quantification of egg laying per female and per hour, from four independent experiments with 10 females, for the indicated genotypes. (**H**) Quantification of ovary size (surface) in the indicated genotypes. As we pointed out, a slight variability between two independent experiments, but still with the same tendencies, data were analyzed using two-way ANOVA plus Šídák’s multiple comparisons test (*n* = 30, 26, 22, 30 ovaries). For all graphs, data are the mean ± SD., *p = 0.0378, **p < 0.01, ***p < 0.001, ****p < 0.0001. Scale bars: 500 μm. The raw data underlying this figure can be found in S1 Data.

### Blocking gap junctions or amino acid import induces processing bodies

Previous studies indicated that somatic growth impairment affects germ cell development [18,22–24]. Moreover, the mRNA binding protein Me31B, which is typically concentrated where the anterior–posterior axis determinants localize in the oocyte, becomes enriched in large cytoplasmic structures in the germline when somatic growth is impaired [16,44]. These condensates are reminiscent of P-bodies and stress granules observed upon various stresses, including amino acid deprivation [45]. In follicles, their formation can be induced by reducing protein availability in fly food and are more easily seen at stage 9 in Me31B-GFP-expressing follicles (Fig 5A, 5B) [44]. Therefore, we set up a semi-automated method for their quantification by measuring the fluorescence fraction found in condensates in stage 9 nurse cells (Fig 5C). P-body formation is usually induced by inhibitory phosphorylation of the eukaryotic translation initiation factor 2 subunit alpha (eIF2α) on serine 51 (S51), an event also known to cause a translation arrest [45]. Overexpression in the germline of a transgene mimicking this phosphorylated form (eIF2α-S51D), but not wild-type eIF2α, strongly induced P-body formation, although we did not quantify them because these follicles never reached stage 9 (Fig 5D, 5E). Importantly, eIF2α-S51D overexpression was sufficient to completely block germline growth, suggesting a link between P-body formation and growth control (Fig 5E). As P-bodies potentially repress germline growth, we tested whether the absence of gap junctions between germ cells and follicle cells or defective amino acid import in the follicle cells could induce their formation. We knocked down *Inx2* and *coch* in follicle cells using *tj:Gal4* in the presence of Me31B-GFP. To be able to recover and observe stages 8–9, *Inx2* RNAi was induced only during a short period of time (14 h, at 30 °C). We also attempted Inx4 knockdown by inducing RNAi specifically in the germline. *Coch*, *Inx2* and *Inx4* knockdowns strongly induced the formation of P-bodies when compared to their respective control, suggesting that the observed growth limitation was linked to their formation and a potential arrest of translation (Fig 5F–5L). We also noticed that P-body aspect may differ from a follicle to another, being more dotty or more flaky, though we could not find an explanation for this difference as it appeared not linked to the genotype or the amount of P-bodies. Finally, since ectopic *coch* expression in the germline tended to rescue ovary size in somatic *Inx2* knockdown, we asked whether a similar effect could be observed on P-bodies. Interestingly, we found a significant reduction in P-bodies compared to *Inx2* knockdown (Fig 5J). These results provide another indirect argument in favor of a model based on the exchange of solutes across gap junction that are initially imported by Coch in the somatic cells.

**Fig 5:**
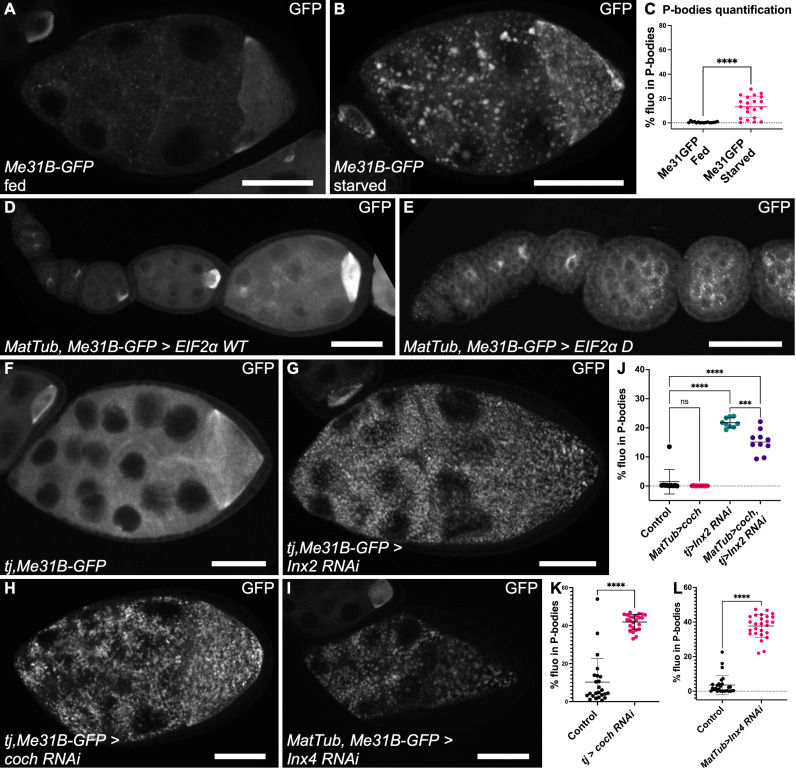
Defective gap junctions or amino acid import induces P-body formation. (**A**, **B**) Endogenous GFP-tagged Me31B protein expression in stage 9 follicles in (**A**) well-fed conditions or (**B**) after 15 h of protein starvation. (**C**) P-body quantification in normal and starved conditions (*n* = 16, 21). (**D**, **E**) Me31B-GFP expression in ovarioles germline that overexpresses (**D**) wild-type eIF2α or (**E**) or eIF2α-S51D (inhibitory phosphorylation). (**F**–**I**) Representative images of Me31B-GFP expression in stage 9 follicles in control (**F**) or after RNAi-based knockdown in somatic cells of (**G**) *Inx2*, (**H**) *coch* and (**I**) in the germ cells of *Inx4.* (**J**) P-body quantification in follicles from control females, *MatTub>coch* females, *tj>Inx2 RNAi* females, and *tj>Inx2 RNAi*, *MatTub>coch* females (*n* = 10, 10, 9, 10 follicles and one-way ANOVA plus Tukey’s multiple comparisons test). (**K**, **L**) P-body quantification in follicles after RNAi-based knockdown in somatic cells of *coch* (**K**) and in germline cells of *Inx4* (**L**) (K, control *n* = 24, coch RNAi *n* = 24, L, control *n* = 27, I*nx4 RNAi n* = 26 and Mann–Whitney test). For all graphs, data are the mean ± SD, ***p < 0.001, ****p < 0.0001, Unpaired *t*-test. Scale bars: 50 μm. The raw data underlying this figure can be found in S1 Data.

We hypothesized that the non-cell autonomous effect of *coch* and *Inx2* RNAi on the formation of P-bodies could a be consequence of the deprivation for some amino acids. P-bodies or stress granules formation in response to a lack of some amino acids can occur independently or dependently of eIF2α S51 phosphorylation. In the first case, which is not the most frequently described, it is associated with the repression of the TOR pathway [46]. However, induction of *Tor* RNAi in the fly germline does not induce P-body formation, excluding this possibility [16]. In the second case, eIF2α is phosphorylated by GCN2 that acts as an indirect sensor of amino acid availability. We generated null mutant alleles for *gcn2* that were homozygous viable, as similar alleles described during the course of this project [47–49]. Protein deprivation in *gcn2* transheterozygous females still led to P-body formation in the germ cells (S5A–S5E Fig). Moreover, an indirect reporter of GCN2 activity and eIF2α−S51 phosphorylation (ATF4-GFP) showed no signal in the germline of wild-type flies, even after protein deprivation (S5F, S5G Fig). Lastly, we tested more directly *gcn2* role in the germline when amino acid import in follicle cells is impaired (*tj>cochRNAi*). However, *gcn2* mutant germline clones did not increase the growth rate of wild-type and *coch* RNAi follicles (S5H, S5I Fig). These results strongly argued against the implication of GCN2 as a germ cell growth repressor when the availability of the amino acids provided by Coch is reduced. Thus, being independent of TOR and GCN2, the mechanism leading to P-bodies formation in the female germline seems unusual and will require further investigation.

Altogether these data indicate that although the two well-established pathways involved in amino acid sensing do not seem implicated, P-body formation acts as a metabolic stress sensor linked to the control of germ cell growth by gap junctions and the import of some amino acids in follicle cells.

### Gap junction assembly links intrinsic growth control and systemic control

Published data indicated that InR/PI3K or Tor pathway inhibition in follicle cells induces the formation of P-bodies in the germline [16]. This result was reproduced by *akt* silencing (RNAi), an essential actor of this pathway, in follicle cells (Fig 6A–6C). Since somatic activity of the InR/PI3K pathway also strongly influences germline growth, we asked whether there was a link between the InR/PI3K pathway activity in follicle cells and their ability to transfer metabolites to the germline. Coch-GFP expression level and localization were similar in wild-type and in follicle cells with a PI3K gain of function or mutated for *akt,* suggesting no impact on this specific actor of amino acid import in follicle cells (S6A, S6B Fig). Conversely, in *akt* mutant cells, Inx2 was almost undetectable (Fig 6D), whereas Inx2 expression was strongly increased in *Pten* mutant cells and plaques size was increased (Fig 6E). These data indicated that Inx2 expression is sensitive to InR/PI3K pathway gain and loss of function. Moreover, we observed that Inx2 protein level was also sensitive to the loss but not the gain of function of the Tor pathway, suggesting that it is not equally controlled by all the pathways modulating cell growth (S6C, S6D Fig). We also observed that *Inx2* mRNA level was strongly increased in *Pten* mutant follicle cells, suggesting that the observed effects on protein level and plaque assembly were due *Inx2* gene expression upregulation (Fig 6F). These observations supported a model in which the non-cell autonomous effect of the InR/PI3K pathway from somatic cells to germ cells is mediated by gap junctions. To test this hypothesis, we performed an epistasis experiment. As previously described [18], large *Pten* mutant clones in the follicular epithelium accelerated germline growth in a non-cell autonomous manner (Fig 6G). This effect was abrogated upon *Inx2* RNAi induction in *Pten* mutant cells (Fig 6H). Thus, gap junctions are required for germline growth control via InR/PI3K activity in the follicular epithelium. We also tested whether *Inx2* overexpression could be sufficient to rescue the knockdown of the InR/PI3K pathway in the somatic cells. In this genetic combination, we observed neither an increase in ovary size nor a decrease in P-bodies compared to the *akt* knockdown (S6E, S6F Fig). Thus, the control of Inx2 expression is not sufficient to explain the non-cell-autonomous effect on germline growth of the InR/PI3K pathway in the follicle cells. Nonetheless, altogether, our data link the systemic control of somatic cells to the growth coordination between somatic and germline cells via the modulation of gap junction assembly.

**Fig 6:**
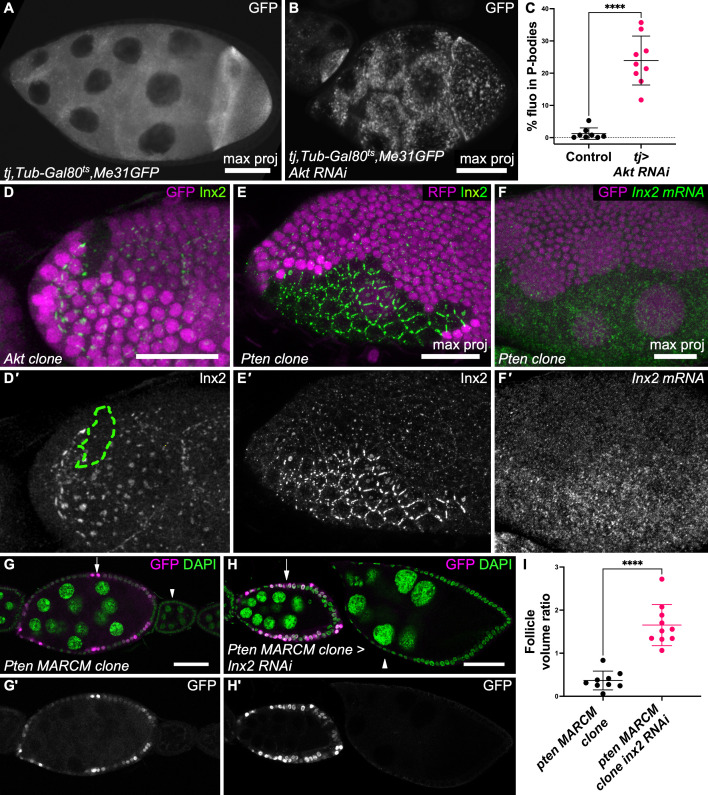
Gap junctions are controlled by the InR/PI3K pathway. (**A**, **B**) Representative images of Me31B-BFP expression in stage 9 follicles from (**A**) a control female and (**B**) a *tj:Gal4, Tub:Gal80*^*ts*^*>akt RNAi* female. (**C**) P-bodies quantification (fluorescence intensity) in the indicated genotypes (*n* = 8 and 9 follicles, unpaired *t*-test). Data are the mean ± SD. ****p < 0.0001. (**D**) Inx2 expression in an *akt*^*q*^ mutant clone (marked by the absence of GFP expression). (**E**, **F**) Inx2 protein (**E**) and *Inx2* mRNA expression by FISH (**F**) in a *Pten*^*dj189*^ mutant clone marked by the absence of RFP expression. (**G**) Large MARCM *Pten*^*dj189*^ mutant clone marked by the presence of GFP expression showing faster follicle growth. (**H**) Large MARCM *Pten*^*dj189*^ mutant clone in which faster follicle growth was abolished after expression of an RNAi against *Inx2*. (**I**) Quantification of volume ratio between the older fully wild-type follicle and follicles containing a majority of *Pten* mutant cells and expressing or not RNAi against *Inx2* and (n = 10 and 9, Mann–Whitney test). Scale bars: 50 μm in A, B, G, H and 20 μm in D, E, F. Data are the mean ± SD. ****p < 0.0001. The raw data underlying this figure can be found in S1 Data.

## Discussion

In this article, we show that gap junctions participate in the control of cell growth, leading to the intuitive proposal that they allow a metabolic flow between cells. In accordance with this hypothesis, we identified a putative amino acid transporter, *coch*, specifically expressed in follicle cells and required for germline cell growth. Though a flux of amino acids from somatic cells to germ cells cannot be directly visualized, *coch* expression in the germline can partially bypass its silencing or the one of *Inx2* in the soma, suggesting a functional metabolic exchange between these cell types through gap junctions. Moreover, direct genetic induction of P-bodies in the germline is sufficient to block germline growth, and both defective gap junction or amino-acid import in somatic cells induces P-bodies in the germ cells, a feature usually associated with an arrest of translation. However, this effect is not mediated by GCN2 and it is therefore unclear by which mechanism P-bodies are induced in such a situation. Thus, the most plausible explanation for all our data is a model in which gap junctions allow the transfer from somatic cells to germ cells of metabolites, such as amino acids, that germ cells cannot directly produce or import, thereby promoting germ cell growth through translation control.

Inx2 and Inx4 have various functions during *Drosophila* oogenesis [6,27,29,31]. However, our data showing their involvement in germ cell growth can be more easily compared with gap junction role in mammal follicles where Cx37 is expressed in the oocyte and Cx43 in follicle cells [7,8]. This indicates that gap junction requirement for oocyte growth is a conserved feature throughout evolution. Gap junctions are present in most animal tissues and can directly connect different cell types, for instance, neurons and glial cells. Therefore, their involvement in growth control might be more general. We found that Inx2 expression and the subsequent formation of plaques were strongly regulated by the InR/PI3K pathway in a cell autonomous manner, providing an effective mechanism to link metabolic flow with growth systemic signals. Since InR/PI3K pathway activity in the follicle cells controls both somatic growth and germline growth ensuring their coordination, its impact on gap junctions likely participates in this coordination.

Our results also established that Coch, a putative amino acid transporter of the SLC36A family, must be expressed in somatic cells for germline growth. Amino acid availability and cell growth control are usually linked by the TOR pathway [50]. However, this pathway is unlikely implicated in the mechanism described here. Indeed, first, when germline growth is blocked due to alteration of somatic cell growth upon loss of *akt*, which also regulates gap junction assembly, the TOR pathway is still active in the germline [18]. Moreover, overactivation of the TOR pathway in the germline in such conditions does not suppress growth inhibition. Finally, TOR inhibition in the *Drosophila* female germline does not induce P-body formation [16]. Therefore, we tested the involvement of the other well-described amino acid sensing pathway that relies on GCN2. Our results also excluded this mechanism to explain P-body formation and growth inhibition in the absence of proline import in somatic cells or of gap junctions. Therefore, more studies are needed to determine the precise mechanism underlying germline growth control.

Several arguments suggest that amino acids imported by Coch might just be the tip of the iceberg of the metabolic cooperativity between follicle cells and germ cells. *Inx2* mutant clones have a stronger impact on germline growth than *coch* mutant clones. Probably as a consequence of this difference of requirement, temporally controlled Inx2 knockdown induces an acute and strong arrest of germline growth, associated with a cell cycle arrest, while *coch* mutation has a milder effect that may lag each cell-cycle phase, but then do not significantly affect their respective proportion. In agreement with this idea, when somatic clones for *coch* induce smaller follicles, it is also associated with smaller nurse cell nuclei, which strongly suggests a delay in the cell progression through the rounds of endoreplication. Thus, it suggests that other metabolites from follicle cells also may promote germline growth. Accordingly, our translatome analysis showed that different genes involved in amino acid synthesis or import were specifically expressed in follicle cells, but none in germ cells. The absence of phenotype when these genes were knocked down, except *coch*, could be explained by multiple potential levels of redundancy among synthesis pathways, transporters, and synthesis and import. Nonetheless, detailed analysis of the genes overexpressed in follicle cells compared with germ cells suggest that several amino acids (e.g., proline, tryptophane, valine, tyrosine) could flow from the soma to the germline. Moreover, in the mouse, the alanine transporter SLC38A3 is strongly enriched in granulosa cells that are required for efficient alanine import in the oocyte [11]. Thus, altogether these data suggest that gap junction-dependent amino acid flow is not restricted to the amino acids imported via Coch. Besides, glucose intake and pyruvate production are more efficient in granulosa cells, suggesting that follicle cells could provide energetic molecules to the oocyte [12]. 

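Tret1-1, which encodes the trehalose transporter, lies on chromosome 2R of BDGP6.54 from 11665768 to 11674782. In the TRAP libraries its value was 31.6 ± 16.5 FPKM in the soma and 0.963 ± 0.206 FPKM in the germline (SD, n = 2 each), a ratio of 32.8. The log2 fold change was 4.81 (standard error 0.53, limma adjusted p = 0.0035). In the soma, 2888 and 180 reads were recovered, and 11 and 10 reads in the germline libraries, above the floor of 3 reads. The germline mean was 3.0% of the soma mean, against 7.3% for the soma gene tj.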

In line with this observation in mammals, TRAP data indicated that transporter for trehalose (tret1-1), the circulating sugar in insects, was expressed in somatic cells and not in the germline, whereas germline development is highly dependent on sugar and the pentose phosphate pathway [51]. Thus, a contribution of energetic metabolism in the soma–germline cooperativity via gap junctions will be an interesting avenue for future investigations. Moreover, it has already been shown that calcium can be exchanged between germ cells and follicle cells by Inx2/Inx4 gap junctions, and a potential role in the control of germ cell growth of this ion that can act a second messenger cannot be currently excluded [29]. Finally, the fact that Inx2 expression in follicle cells is not sufficient to explain the non-cell-autonomous effect on germline growth of the InR/PI3K pathway in the follicle cells, strongly suggests that this pathway controls other genes involved in the exchanges between the two tissues.

One might ask what is the evolutive advantage of this metabolic cooperativity compared with direct import or synthesis in the germline. Three main hypotheses could be proposed. First, metabolites might not be able to directly reach oocyte membrane due to the presence of the follicular epithelium. However, in follicles from stage 1–8, septate junctions are immature, and the epithelium is not impermeable [41]. Accordingly, our results showing a partial rescue of *coch* absence in the soma by its ectopic expression in the germline imply that its solutes can reach the oocyte. Second, female germ cells undergo massive growth and there is a non-linear relation between volume and cell surface increases. Consequently, surface exchange with the extracellular medium might not allow sufficient metabolic import and may require the support of follicle cells. This hypothesis was proposed to explain gap junction requirement for mammal oocyte growth [52]. It could also explain why germline growth, but not somatic growth, is sensitive to the loss of *coch*, as follicular epithelium has a relatively constant height and thus increases much less in volume than the germline. However, in this case, both tissues should be able to import the required metabolites and our data does not support such a model because follicle cells expressed a whole set of anabolic enzymes and transporters that were not expressed in the germline. Alternatively, such a mechanism may provide a protective effect for the germline. It is well established that the cell metabolic activity can induce stress, with for instance, the production of reactive oxygen species (ROS). However, the germline must be protected, especially its DNA content that is transmitted to the embryo. A recent study demonstrated that mammalian oocytes block ROS production by suppressing mitochondrial complex I [53]. Thus, a gap junction-mediated metabolic exchange might allow externalizing the stress-generating metabolic activity to follicle cells that will anyway die few days later. Notably, *coch* ectopic expression in germ cells had a slight but significant negative impact on ovary size and egg laying, suggesting that its presence in germ cells is detrimental for follicle development. Although, the exact reason for this deleterious effect is unknown, this observation fits with a model in which externalization of metabolic import and activity could facilitate proper oocyte development. However, Coch is a transporter, and not an enzyme, and thus, the protective effect might not be directly due to amino acid exclusion, but to one of the many possible downstream metabolic activities.

Altogether, our data indicate that gap junctions and a metabolic flow are essential for cell growth and that gap junction assembly can be modulated to adjust cell growth rate. Moreover, it suggests that amino acids, and potentially other metabolites, are important actors in this mechanism ending with the formation of P-bodies, opening a large field for investigation to obtain a comprehensive view of this metabolic cooperativity.

## Materials and methods

### Fly genetics and handling

All fly stocks used are detailed in S2 Table. The final genotypes, temperature and heat-shock conditions are in S3 Table. *gcn2* null alleles were generated by inducing indel mutations using an available gRNA line. Alleles are described in S2 Table. Unless specified, flies were kept on a corn meal-based medium with 80 g/L fresh yeast. Protein starvation was performed on grape juice agar plate. Coch-EGFP was obtained by inserting the EGFP-FlAsH-StrepII-TEV-3xFlag cassette in the Minos element insertion MI01960, as previously described [40]. For egg laying quantification, 10 females of each genotype were place on fruit juice agar plate with liquid yeast for few hours, then the number per hour and per female was calculated and the experiments were repeated four times.

### TRAP experiments

Ovaries of 100 females of each genotype (tj>RPL10-GFP or Nos>RPL10-GFP) were dissected on ice. Then, TRAP was performed as described in [54]. Briefly, after homogenization, ovary extracts were preabsorbed with magnetic beads. Immunoprecipitation was performed with anti-GFP antibodies already coupled with magnetic beads before mRNA extraction. Tissue specificity and enrichment of the extracted mRNAs were checked by Reverse Transcription-qPCR with *GFP* (enrichment), *traffic-jam* (soma specific), *Ago3* and *Aubergine* (germline specific) primers. mRNA libraries were made with the Nugen Ovation 1–16 droso Universal RNA-seq kit according to the manufacturer’s instructions. Sequencing was performed by Fasteris. Data were deposited on GEO (GSE230452) and described in S1 Table.

### Molecular cloning and transgenesis

The *QF* sequence was amplified from the pAttB-QF-sv40 vector and cloned in the vector that contains the alpha4-tubulin promoter (MatTub). The pQUASp vector was constructed from pUAST in which the promoter was replaced by QUAS sites and the minimal P-element promoter was amplified from the pUASp vector. Then, this vector was used to clone *EGFP* or *coch* coding sequence and P-element insertions were generated. *eIF2α* and *eIF2α-S51D* coding sequences were cloned in the pUASz vector, and transgenes were inserted at the AttP40 landing site. All vectors and new *Drosophila* lines can be provided upon request.

### Immunostaining, FISH, EDU incorporation, imaging and quantitative analyses

Resources and reagents are listed in S2 Table. Immunostaining was performed as described in Vachias and colleagues (2014). Stellaris SM-FISH oligo-probes against *Inx2* and *CG43693/coch* mRNAs were produced by Biosearch Technologies. FISH was performed according to the manufacturer’s instruction. Images were acquired on a Zeiss LSM800 confocal microscope or a Zeiss Cell observer spinning disc microscope. P-bodies were quantified using a homemade macro initially designed to quantify basement membrane fibrils [55]. Quantifications were done on 5 μm z-stack projections of spinning-disc images acquired with a ×20 lens. After manual selection of a ROI corresponding to nurse cells, P-bodies were detected by keeping objects with a minimal size of 5 adjacent pixels and a minimal fluorescence intensity of ×1.75 of the mean intensity. Then, the total fluorescence contained in these P-bodies was quantified and reported as a fraction of the total fluorescence of the ROI. For EDU incorporation, ovaries were incubated with 10 μM EDU in complemented Schneider medium for 15 min. After fixation, staining was performed according to the manufacturer’s instructions (Kit EDU C10638, Thermo Fisher). Mutant-control follicle volume ratios were calculated after estimating the follicle volume as a spheroid ( = 4/3*π*(length × width^2^)). Mutant and control follicles in position 2–4 of the ovariole starting from the anterior were analyzed. Cell size was automatically determined after cell segmentation using Tissue Analyzer [56]. Statistical analyses were performed with Prism. For all experiments, the minimum sample size is indicated in the figure legends. For each experiment, multiple females were dissected. Randomization or blinding was not performed. The sample normality was calculated using the D’Agostino and Pearson normality test. Statistical tests and size samples are indicated in figure legends. Figures were prepared using ScientiFig [57].

## Supporting information

S1 Fig (**A**) Maximum intensity projection images of an ovariole after immunostaining for Inx2 (green in A, white in A′) and Inx4 (magenta in A, white in A″). Note the progressive increase of Inx2 expression. (**B**) Control stage 9 follicle (no clone) showing that GAP junction plaques are absent at oocyte-follicle cells interface. (**C**) Follicle containing a germline mutant clone for *Inx2* (absence of GFP white in C and C′) and showing no growth defect and no impact on gap junction plaques while Inx2 staining (green in C, white in C″) is lost in the somatic clone observed on the same follicle. (**D**) Somatic *Inx4* RNAi clone showing no impact on plaque formation (Inx4 staining green in C, white in C″). E) Control FRT19A RFP minus clone covering the whole epithelium of a follicle and showing no growth defect when compared to surrounding follicles. Scale bars 50 μm in A, 10 μm in all the other panels.
(PDF)

S2 Fig (**A**) Color-coded graph representing Spearman correlation coefficients between the different TRAP samples. (**B**) Z-score hierarchical clustering heat map visualization. Only significantly differentially expressed genes are reported. Highly expression correlation can be noticed across condition replicates. The raw data underlying this figure can be found in S1 Table.
(PDF)

S3 Fig (**A**) RNAi clone against CG43693/coch stained by FISH against CG43693/coch showing its disappearance from these cells, confirming probe specificity and RNAi efficiency. (**B**) Quantification of ovary size (mm^2^) for the indicated genotypes (*n* = 13, 14, 12, 9, One-way ANOVA plus Dunnett’s multiple comparisons test). Data are the mean ± SD. ****p < 0.0001. (**C**) quantification of stage 1–8 follicles positive or negative for Edu in the germ cells (GL) (*n* = 85 for control and *n* = 143 for *coch* mutant flies, Fisher’s exact test). (**D**) Coch-GFP in a *Inx2* mutant clone (RFP negative cells). Scale bars 10 μm. The raw data underlying this figure can be found in S1 Data.
(PDF)

S4 Fig (**A**) Ovariole expressing a QUASP:GFP transgene under the control of the MatTub:QF driver. (**B**) Stage distribution per ovariole in indicated genotypes. We regrouped follicle stages in four categories: early: 1–6, intermediate: 7–9, late: 10–12, mature: 13–14 (*n* = 43 for controls and *n* = 95 for *coch* RNAi, *n* = 58 for qUAS:coch and *n* = 58 for cochRNAi, qUAS:coch, two-way ANOVA and Šídák’s multiple comparisons test). The raw data underlying this figure can be found in S1 Data.
(PDF)

S5 Fig (**A**, **B**) Representative images of Me31B-BFP expression in stage 9 follicles from a: (**A**) control female, (**B**) starved control female, (**C**) gcn2 transheterozygous mutant female, and (**D**) protein starved gcn2 transheterozygous mutant female. (**E**) P-bodies quantification (fluorescence intensity) in follicles of the indicated genotypes and conditions. Data are the mean ± SD. (**F**, **G**) Absence of Atf4-GFP protein expression used as a read-out of GCN2 activity in (**F**) normal and (**G**) protein-starved conditions (green in F and G. white in F′ and G′). (**H**, **I**) Ovarioles with germline *gcn2* mutant clones marked by the absence of RFP expression (magenta) and stained for F-actin (green) in (**H**) wild-type background and (**I**) in flies harboring *coch* RNAi in follicle cells. The raw data underlying this figure can be found in S1 Data.
(PDF)

S6 Fig (**A**) Coch-GFP expressing follicle with akt mutant clones (RFP-negative cells). (**B**) Coch-GFP expressing follicle with flip-out clones that express a constitutively active form of PI3K (RFP- positive cells). (**C**, **D**) Inx2 staining in follicles containing a mutant clones for (**C**) *Tor* or (**D**) *Tsc1*. (**E**, **F**) quantification of (**E**) ovary size and (**F**) P-bodies in the indicated genotypes (E: *n* = 28, 19, 18, 32 and One-way ANOVA plus Tukey’s multiple comparisons test, F: *n* = 10, 10, 10, 9 Kruskal Wallis test plus Dunn’s multiple comparisons test). For all graphs, data are the mean ± SD, ***p < 0.001, ****p < 0.0001. The raw data underlying this figure can be found in S1 Data.
(PDF)

S1 Table Excel file of soma versus germline TRAP analysis. 

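Each line of this table holds 1 gene, with its FPKM in the 4 TRAP libraries and columns named as in DESeq2 output, that is a mean of normalized counts, a log2 fold change with its standard error, and p-values before and after adjustment. The FPKM of all 1999 genes read from the table were the same as the values deposited for the 4 libraries. The mean of normalized counts, computed from the recovered reads for 1742 of these genes, was 0.9975 to 1.0019 times the paper's value. The copy used here is shortened after 1999 lines, which open with 1941 genes past a 2-fold change in either direction at a p-value under 0.05, in order of fold change. In these lines of the paper's table, 811 genes have a fold change above 5 in the soma and a p-value under 0.05 before adjustment, and 677 of them have an adjusted p-value under 0.05. In the germline direction, the lines read from the paper's table hold 39 such genes, of which 28 have an adjusted p-value under 0.05. Of the paper's 39, 35 were among the 95 germline genes that passed with limma on log2(FPKM + 0.1).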

(XLSX)

S2 Table Reagents and resources.

S3 Table Genotypes and specific conditions. (h: hours; HS: heat-shock, GP: grape juice agar plate).

S1 Data Numerical data supporting figures (excepted Figs 2 and S2).

## Abbreviations

*Cx37*: connexin 37
eIF2α: eukaryotic translation initiation factor 2 subunit alpha
InR/PI3K: Insulin Receptor/Phosphatidylinositol 3 Kinase
Inx4: innexin 4
P-bodies: processing bodies
ROS: reactive oxygen species
S51: serine 51
TOR: Target of Rapamycin
TRAP: translating ribosome affinity purification

## References

[1] BauerR, LöerB, OstrowskiK, MartiniJ, WeimbsA, LechnerH, et al. Intercellular communication: the *Drosophila* innexin multiprotein family of gap junction proteins. Chem Biol. 2005;12(5):515–26. doi: 10.1016/j.chembiol.2005.02.013 15911372

[2] EvansWH. Cell communication across gap junctions: a historical perspective and current developments. Biochem Soc Trans. 2015;43(3):450–9. doi: 10.1042/BST20150056 26009190

[3] OshimaA, TaniK, FujiyoshiY. Atomic structure of the innexin-6 gap junction channel determined by cryo-EM. Nat Commun. 2016;7:13681. doi: 10.1038/ncomms13681 27905396 PMC5146279

[4] SkerrettIM, WilliamsJB. A structural and functional comparison of gap junction channels composed of connexins and innexins. Dev Neurobiol. 2017;77(5):522–47. doi: 10.1002/dneu.22447 27582044 PMC5412853

[5] EliasLA, WangDD, KriegsteinAR. Gap junction adhesion is necessary for radial migration in the neocortex. Nature. 2007;448(7156):901–7. doi: 10.1038/nature06063 17713529

[6] MiaoG, GodtD, MontellDJ. Integration of migratory cells into a new site in vivo requires channel-independent functions of innexins on microtubules. Dev Cell. 2020;54(4):501–15.e9. doi: 10.1016/j.devcel.2020.06.024 32668209 PMC7484434

[7] GittensJE, KidderGM. Differential contributions of connexin37 and connexin43 to oogenesis revealed in chimeric reaggregated mouse ovaries. J Cell Sci. 2005;118(Pt 21):5071–8. doi: 10.1242/jcs.02624 16254245

[8] SimonAM, GoodenoughDA, LiE, PaulDL. Female infertility in mice lacking connexin 37. Nature. 1997;385(6616):525–9. doi: 10.1038/385525a0 9020357

[9] ColonnaR, MangiaF. Mechanisms of amino acid uptake in cumulus-enclosed mouse oocytes. Biol Reprod. 1983;28(4):797–803. doi: 10.1095/biolreprod28.4.797 6860738

[10] HaghighatN, LJVW. Developmental change in follicular cell-enhanced amino acid uptake into mouse oocytes that depends on intact gap junctions and transport system Gly. J Exp Zool. 1990;253. doi: 10.1002/jez.14025301102313243

[11] EppigJJ, PendolaFL, WigglesworthK, PendolaJK. Mouse oocytes regulate metabolic cooperativity between granulosa cells and oocytes: amino acid transport. Biol Reprod. 2005;73(2):35–7. doi: 10.1095/biolreprod.105.041798 15843493

[12] SugiuraK, PendolaFL, EppigJJ. Oocyte control of metabolic cooperativity between oocytes and companion granulosa cells: energy metabolism. Dev Biol. 2005;279(1):20–30. doi: 10.1016/j.ydbio.2004.11.027 15708555

[13] DohertyCA, AmargantF, ShvartsmanSY, DuncanFE, GavisER. Bidirectional communication in oogenesis: a dynamic conversation in mice and *Drosophila*. Trends Cell Biol. 2022;32(4):311–23. doi: 10.1016/j.tcb.2021.11.005 34922803 PMC8917990

[14] ChurchSH, DonougheS, de MBAS, ExtavourCG. Insect egg size and shape evolve with ecology but not developmental rate. Nature. 2019;571: doi: 10.1038/s41586-019-1302-431270484

[15] PetkovaMD, LittleSC, LiuF, GregorT. Maternal origins of developmental reproducibility. Curr Biol. 2014;24(11):1283–8. doi: 10.1016/j.cub.2014.04.028 24856210 PMC4061740

[16] BurnKM, ShimadaY, AyersK, VemugantiS, LuF, HudsonAM, et al. Somatic insulin signaling regulates a germline starvation response in *Drosophila* egg chambers. Dev Biol. 2015;398(2):206–17. doi: 10.1016/j.ydbio.2014.11.021 25481758 PMC4340711

[17] DohertyCA, DiegmillerR, KapasiawalaM, GavisER, ShvartsmanSY. Coupled oscillators coordinate collective germline growth. Dev Cell. 2021;56(6):860–70.e8. doi: 10.1016/j.devcel.2021.02.015 33689691 PMC8265018

[18] VachiasC, FritschC, PouchinP, BardotO, MirouseV. Tight coordination of growth and differentiation between germline and soma provides robustness for *Drosophila* egg development. Cell Rep. 2014;9(2):531–41. doi: 10.1016/j.celrep.2014.09.035 25373901

[19] SpradlingAC. Developmental genetics of oogenesis. In: BateM, Martinez-AriasA, editors. The development of, *Drosophila melanogaster*. Cold Spring Harbor, NY: Cold Spring Harbor Laboratory Press; 1993. p. 1–70.

[20] ChenDY, CrestJ, StreichanSJ, BilderD. Extracellular matrix stiffness cues junctional remodeling for 3D tissue elongation. Nat Commun. 2019;10(1): doi: 10.1038/s41467-019-10874-xPMC665969631350387

[21] Drummond-BarbosaD, SpradlingAC. Stem cells and their progeny respond to nutritional changes during *Drosophila* oogenesis. Dev Biol. 2001;231:265–78. doi: 10.1006/dbio.2000.013511180967

[22] LaFeverL, FeoktistovA, HsuH-JJ, Drummond-BarbosaD. Specific roles of target of rapamycin in the control of stem cells and their progeny in the *Drosophila* ovary. Development. 2010;137(13):2117–26. doi: 10.1242/dev.050351 20504961 PMC2882131

[23] SunP, QuanZ, ZhangB, WuT, XiR. TSC1/2 tumour suppressor complex maintains *Drosophila* germline stem cells by preventing differentiation. Development. 2010;137(15):2461–9. doi: 10.1242/dev.051466 20573703

[24] MainesJZ, StevensLM, TongX, SteinD. *Drosophila* dMyc is required for ovary cell growth and endoreplication. Development. 2004;131(4):775–86. doi: 10.1242/dev.00932 14724122

[25] WangY, RiechmannV. The role of the actomyosin cytoskeleton in coordination of tissue growth during *Drosophila* oogenesis. Curr Biol. 2007;17(15):1349–55. doi: 10.1016/j.cub.2007.06.067 17656094

[26] Borreguero-MuñozN, FletcherGC, Aguilar-AragonM, ElbediwyA, Vincent-MistiaenZI, ThompsonBJ, et al. The Hippo pathway integrates PI3K-Akt signals with mechanical and polarity cues to control tissue growth. PLoS Biol. 2019;17(10):e3000509. doi: 10.1371/journal.pbio.3000509 31613895 PMC6814241

[27] TazukeSI, SchulzC, GilboaL, FogartyM, MahowaldAP, GuichetA, et al. A germline-specific gap junction protein required for survival of differentiating early germ cells. Development. 2002;129(10):2529–39. doi: 10.1242/dev.129.10.252911973283

[28] BohrmannJ, ZimmermannJ. Gap junctions in the ovary of *Drosophila melanogaster*: localization of innexins 1, 2, 3 and 4 and evidence for intercellular communication via innexin-2 containing channels. BMC Dev Biol. 2008;8:111. doi: 10.1186/1471-213X-8-111 19038051 PMC2631599

[29] SahuA, KarmakarS, HalderS, GhoshG, AcharjeeS, DasguptaP, et al. Germline soma communication mediated by gap junction proteins regulates epithelial morphogenesis. PLoS Genet. 2021;17(8):e1009685. doi: 10.1371/journal.pgen.1009685 34343194 PMC8330916

[30] GilboaL, ForbesA, TazukeSI, FullerMT, LehmannR. Germ line stem cell differentiation in *Drosophila* requires gap junctions and proceeds via an intermediate state. Development. 2003;130(26):6625–34. doi: 10.1242/dev.00853 14660550

[31] MukaiM, KatoH, HiraS, NakamuraK, KitaH, KobayashiS, et al. Innexin2 gap junctions in somatic support cells are required for cyst formation and for egg chamber formation in *Drosophila*. Mech Dev. 2011;128(7–10):510–23. doi: 10.1016/j.mod.2011.09.005 22001874

[32] PeschYY, DangV, FairchildMJ, IslamF, CampD, KaurP, et al. Gap junctions mediate discrete regulatory steps during fly spermatogenesis. PLoS Genet. 2022;18(9):e1010417. doi: 10.1371/journal.pgen.1010417 36174062 PMC9578636

[33] SmendziukCM, MessenbergA, VoglAW, TanentzapfG. Bi-directional gap junction-mediated soma-germline communication is essential for spermatogenesis. Development. 2015;142(15):2598–609. doi: 10.1242/dev.123448 26116660 PMC6514411

[34] DomanitskayaE, AnlloL, SchüpbachT. Phantom, a cytochrome P450 enzyme essential for ecdysone biosynthesis, plays a critical role in the control of border cell migration in *Drosophila*. Dev Biol. 2014;386(2):408–18. doi: 10.1016/j.ydbio.2013.12.013 24373956 PMC4028970

[35] LiH, JanssensJ, MDW, KolluruSS, DavieK, GardeuxV, et al. Fly Cell Atlas: a single-nucleus transcriptomic atlas of the adult fruit fly. Science. 2022;375. doi: 10.1126/science.abk2432PMC894492335239393

[36] BollM, FoltzM, Rubio-AliagaI, KottraG, DanielH. Functional characterization of two novel mammalian electrogenic proton-dependent amino acid cotransporters. J Biol Chem. 2002;277(25):22966–73. doi: 10.1074/jbc.M200374200 11959859

[37] MetznerL, NeubertK, BrandschM. Substrate specificity of the amino acid transporter PAT1. Amino Acids. 2006;31(2):111–7. doi: 10.1007/s00726-005-0314-6 16699824

[38] PillaiSM, MeredithD. SLC36A4 (hPAT4) is a high affinity amino acid transporter when expressed in Xenopus laevis oocytes. J Biol Chem. 2011;286(4):2455–60. doi: 10.1074/jbc.M110.172403 21097500 PMC3024739

[39] JamborH, SurendranathV, KalinkaAT, MejstrikP, SaalfeldS, TomancakP, et al. Systematic imaging reveals features and changing localization of mRNAs in *Drosophila* development. Elife. 2015;4:e05003. doi: 10.7554/eLife.05003 25838129 PMC4384636

[40] VenkenKJT, SchulzeKL, HaeltermanNA, PanH, HeY, Evans-HolmM, et al. MiMIC: a highly versatile transposon insertion resource for engineering *Drosophila melanogaster* genes. Nat Methods. 2011;8(9):737–43. doi: 10.1038/nmeth.1662 21985007 PMC3191940

[41] Isasti-SanchezJ, Münz-ZeiseF, LancinoM, LuschnigS. Transient opening of tricellular vertices controls paracellular transport through the follicle epithelium during *Drosophila* oogenesis. Dev Cell. 2021;56(8):1083–99.e5. doi: 10.1016/j.devcel.2021.03.021 33831351

[42] PotterCJ, TasicB, RusslerEV, LiangL, LuoL. The Q system: a repressible binary system for transgene expression, lineage tracing, and mosaic analysis. Cell. 2010;141(3):536–48. doi: 10.1016/j.cell.2010.02.025 20434990 PMC2883883

[43] RørthP. Gal4 in the *Drosophila* female germline. Mech Dev. 1998;78(1-2):113–8. doi: 10.1016/s0925-4773(98)00157-9 9858703

[44] ShimadaY, BurnKM, NiwaR, CooleyL. Reversible response of protein localization and microtubule organization to nutrient stress during *Drosophila* early oogenesis. Dev Biol. 2011;355(2):250–62. doi: 10.1016/j.ydbio.2011.04.022 21570389 PMC3118931

[45] RiggsCL, KedershaN, IvanovP, AndersonP. Mammalian stress granules and P bodies at a glance. J Cell Sci. 2020;133(16):jcs242487. doi: 10.1242/jcs.242487 32873715 PMC10679417

[46] Cadena SandovalM, HeberleAM, RehbeinU, BarileC, Ramos PittolJM, ThedieckK, et al. mTORC1 crosstalk with stress granules in aging and age-related diseases. Front Aging. 2021;2:761333. doi: 10.3389/fragi.2021.76133335822040 PMC9261333

[47] KosakamotoH, OkamotoN, AikawaH, SugiuraY, SuematsuM, NiwaR, et al. Sensing of the non-essential amino acid tyrosine governs the response to protein restriction in *Drosophila*. Nat Metab. 2022;4(7):944–59. doi: 10.1038/s42255-022-00608-7 35879463

[48] SrivastavaA, LuJ, GadallaDS, HendrichO, GrönkeS, PartridgeL, et al. The Role of GCN2 Kinase in Mediating the Effects of Amino Acids on Longevity and Feeding Behaviour in *Drosophila*. Front Aging. 2022;3. doi: 10.3389/fragi.2022.944466PMC926136935821827

[49] KangMJ, VasudevanD, KangK, KimK, ParkJE, ZhangN, et al. 4E-BP is a target of the GCN2-ATF4 pathway during *Drosophila* development and aging. J Cell Biol. 2017;216(1):115–29. doi: 10.1083/jcb.201511073 27979906 PMC5223598

[50] JewellJL, RussellRC, GuanKL. Amino acid signalling upstream of mTOR. Nat Rev Mol Cell Biol. 2013;14(3):133–9. doi: 10.1038/nrm3522 23361334 PMC3988467

[51] Carvalho-SantosZ, Cardoso-FigueiredoR, EliasAP, TastekinI, BaltazarC, RibeiroC, et al. Cellular metabolic reprogramming controls sugar appetite in *Drosophila*. Nat Metab. 2020;2(9):958–73. doi: 10.1038/s42255-020-0266-x 32868922

[52] SuY-QQ, SugiuraK, EppigJJ. Mouse oocyte control of granulosa cell development and function: paracrine regulation of cumulus cell metabolism. Semin Reprod Med. 2009;27(1):32–42. doi: 10.1055/s-0028-1108008 19197803 PMC2742468

[53] Rodríguez-NuevoA, Torres-SanchezA, DuranJM, De GuiriorC, Martínez-ZamoraMA, BökeE, et al. Oocytes maintain ROS-free mitochondrial metabolism by suppressing complex I. Nature. 2022;607(7920):756–61. doi: 10.1038/s41586-022-04979-5 35859172 PMC9329100

[54] BertinB, RenaudY, AradhyaR, JaglaK, JunionG. TRAP-rc, translating ribosome affinity purification from rare cell populations of *Drosophila* embryos. J Vis Exp. 2015. doi: 10.3791/52985PMC469259826381166

[55] Cerqueira CamposF, DennisC, AlégotH, FritschC, IsabellaA, PouchinP, et al. Oriented basement membrane fibrils provide a memory for F-actin planar polarization via the Dystrophin-Dystroglycan complex during tissue elongation. Development. 2020;147(7):dev186957. doi: 10.1242/dev.186957 32156755 PMC7157587

[56] AigouyB, UmetsuD, EatonS. Segmentation and quantitative analysis of epithelial tissues. Methods Mol Biol. 2016;1478:227–39. doi: 10.1007/978-1-4939-6371-3_13 27730585

[57] AigouyB, MirouseV. Scienti Figa tool to build publication-ready scientific figures. Nat Methods. 2013;10(11):1048. doi: 10.1038/nmeth.2692 24173380

# Supplementary material for: Gap junctions allow transfer of metabolites between germ cells and somatic cells to promote germ cell growth in the Drosophila ovary
**Source:** PLoS Biol. 2025 Feb 18;23(2):e3003045. doi: 10.1371/journal.pbio.3003045
**Supplement:** S3 Table

**Table S3: Genotypes and specific conditions**

(h: hours; HS: heat-shock, GP : grape juice agar plate)

| **Figure** | **Genotype** | **Condition** |
| --- | --- | --- |
| Figure 1 B-E F    G,M  H,I  K,L  J | *w^1118^*  *y,w,hs:flp122; Act5C:FRT-Stop-FRT-Gal4, UAS:GFP , UAS:Inx2 RNAi*  *y,w,hs:flp122; Act5C:FRT-Stop-FRT-Gal4, UAS:GFP , UAS:Inx4 RNAi*  *FRT19A, Inx2 / FRT19A, Ubi:nlsRFP, hs:flp122*  *FRT19A, Inx2 / FRT19A, Ubi:nlsRFP, hs:flp122*  *tj:Gal4, tub:Gal80ts*  *tj:Gal4, tub:Gal80ts; UAS Inx2 RNAi* | 25°C  1HS, 4 days at 30°C  1HS, 4 days at 30°C  1HS, 10-12 days at 25°C  1HS, 2 days at 25°C  18°C, 14h at 30°C |
| Figure 2 A | *tj:Gal4 / UASp :Rpl10a-GFP*  *and*  *UASp :Rpl10a-GFP; nos:Gal4VP16* | 25°C |
| Figure 3 A  B  C  D  E,F  G,H  I,J  K,L | *tj:Gal4*  *tj:Gal4 / UAS: CG43693 (coch) RNAi ^GL01304^*  *tj:Gal4*  *tj:Gal4 / UAS: coch RNAi^GLV210161^*  *tj:Gal4 / UAS: coch RNAi^GL01304^*  *tj:Gal4*  *tj:Gal4 / UAS: coch RNAi^GLV210161^*  *w^1118^*  *coch-GFP*  *y,w,hs:flp122; FRT2A, coch^MI01960^/ FRT2A, Ubi:nlsRFP*  *y,w,hs:flp122; FRT2A, coch^MI01960^/ FRT2A, Ubi:nlsRFP* | 4 days at 30°C  4 days at 30°C  4 days at 30°C  4 days at 30°C  25°C  25°C  2HS, 8 days at 25°C  1HS, 2 days at 25°C |
| Figure 4 A,B,F,G  A,C,F,G  A,D,F;G  A,E,F,G  H | *tj:gal4 /+ ; MatTub:QF /+*  *tj:gal4 / QUASP:coch; MatTub:QF /+*  *tj:gal4/+ ; MatTub:QF / UAS: coch RNAi^GLV21061^*  *tj:gal4 / QUASP:coch; MatTub:QF/ UAS: coch RNAi^GLV21061^*  *tj:Gal4, Tub:Gal80ts,, Me31B-GFP/+; MatTub:QF/+*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/ QUASP:coch; MatTub:QF/+*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/+; MatTub:QF/ UAS: Inx2 RNAi*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/ QUASP:coch; MatTub:QF/UAS: Inx2 RNAi* | 4 days at 30°C  18°C, 48h at 30°C |
| Figure 5 A,C  B  D  E  F,K  G  H,K  I,L  J  L | *Me31B-GFP*  *Me31B-GFP*  *MatTub :Gal4Vp16, Me31B-GFP , UASz: eIF2a*  *MatTub :Gal4Vp16, Me31B-GFP, UASz: eIF2a-S51D*  *tj:gal4, Me31B-GFP /+*  *tj:gal4,Tub:Gal80^ts^,Me31B-GFP / UAS:Inx2 RNAi*  *tj:gal4, Me31B-GFP / UAS: coch RNAi^GLV21061^*  *MatTub :Gal4Vp16, Me31B-GFP / UAS: Inx4 RNAi*  *tj:gal4,Tub:Gal80^ts^,Me31B-GFP /+*  *tj:gal4, Tub:Gal80ts / QUASP:coch; MatTub:QF /+*  *tj:gal4, Tub:Gal80ts/+; MatTub:QF/ UAS: Inx2 RNAi*  *tj:gal4, Tub:Gal80ts/ QUASP:coch; MatTub:QF / UAS: Inx2 RNAi*  *MatTub :Gal4Vp16, Me31B-GFP/+* | 25°C  25°C, 14h on GP  25°C  25°C  2 days at 25 °C  18°C, 14h at 30°C  2 days at 25 °C  2 days at 25 °C  18°C, 14h at 30°C  2 days at 25°C |
| Figure 6 A,C  B,C  D  E,F    G  H | *tj:Gal4, Tub:Gal80^ts^ Me31B-GFP*  *tj:Gal4, Tub:Gal80^ts,^ Me31B-GFP / UAS: akt RNAi*  *y,w,hs:flp122; FRT82B, akt^q^ / FRT82B, Ubi:GFP*  *y,w,hs:flp122 ; FRT40A,Pten^dj189^ / FRT40A, Ubi:nlsRFP*  *y,w,hs:flp122, Tub:Gal4, UAS :GFP ; FRT40A,Pten^dj189^ / FRT40A, Tub :Gal80*  *y,w,hs:flp122, Tub:Gal4, UAS :GFP ; FRT40A,Pten^dj189^ / FRT40A, Tub :Gal80; UAS :Inx2 RNAi* | 2 days at 30°C  2 days at 30°C  1HS, 4 days at 25°C  1HS, 4 days at 25°C  1HS, 5 days at 25°C  1HS, 6 days at 25°C  1HS, 6 days at 25°C |
| Figure S1 A  B  C  D  E | *w^1118^*  *y,w,hs:flp122; Act5C:FRT-Stop-FRT-Gal4, UAS:GFP, UAS:Inx4 RNAi*  *FRT19A, Inx2 / FRT19A, Ubi:nlsRFP, hs:flp122*  *y,w,hs:flp122; Act5C:FRT-Stop-FRT-Gal4, UAS:GFP , UAS:Inx4 RNAi*  *FRT19A, Ubi:nlsRFP, hs:flp122 / FRT19A, Ubi:GFP* | 25°C  1HS, 5 days at 25°C  1HS, 5 days at 25°C  1HS, 5 days at 25°C |
| Figure S3 A  B  C  D | *y,w,hs:flp122; Act5C:FRT-Stop-FRT-Gal4, UAS:GFP / UAS: coch RNAi*  *DF(3L)BSC838/+*  *DF(3L)BSC838 / coch^MI01960^*  *coch^MI01960^ / coch^MI01960^*  *DF(3L)BSC838 / coch-GFP*  *w1118*  *DF(3L)BSC838 / coch^MI01960^*  *FRT19A, Inx2 / FRT19A, Ubi:nlsRFP, hs:flp122 ;; coch-GFP* | 1HS, 3 days at 30°C  25°C  25°C  1HS, 4 days at 25°C |
| Figure S4 A  B | *MatTub:QF / QUASP:GFP*  *tj:gal4 /+ ; MatTub:QF /+*  *tj:gal4 / QUASP:coch; MatTub:QF /+*  *tj:gal4/+ ; MatTub:QF / UAS: coch RNAi^GLV21061^*  *tj:gal4 / QUASP:coch; MatTub:QF/ UAS: coch RNAi^GLV21061^* | 25°C  4 days at 30°C |
| Figure S5 A,C  B,C  D,E  H  I | *Me31B-GFP*  *Me31B-GFP, gcn2^CB20^/ gcn2^CB14^*  *ATF4-GFP*  *y,w,hs:flp122 ; FRT82B,  gcn2^CB14^ / FRT82B, Ubi:nlsRFP*  *y,w,hs:flp122 ; tj :Gal4 ; UAS: coch RNAi^GL01304^, FRT82B,  gcn2^CB14^ / FRT82B RFP* | 25°C  25°C  25°C  1HS, 5 days at 30°C  1HS, 5 days at 30°C |
| Figure S6 A  B  C  D  E,F | *y,w,hs:flp122 ; coch-GFP, FRT82B, akt^q^ / FRT82B, Ubi:nlsRFP*  *y,w, hsflp122; Act5C:FRT-STOP-FRTGal4; UAS:RFP/ UAS:PI3K-CAAX ; coch-GFP*  *y,w,hs:flp122, FRT40A, ubi :nlsRFP / FRT40A, dTor*  *y,w,hs:flp122, FRT82B, Ubi:nlsGFP/ FRT82B, tsc1^29^*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/+;*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/ UAS Inx2*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/+; UAS: Akt RNAi/+*  *tj:Gal4, Tub:Gal80ts, Me31B-GFP/ UAS Inx2; UAS: Akt RNAi/* | 1HS, 5 days at 25°C  1HS, 5 days at 25°C  1HS, 4 days at 25°C  1HS, 5 days at 25°C  2 days at 30°C |

How the deposited data were processed for this re-analysis (not part of the article)

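Ribosome-bound mRNAs were measured by TRAP in Drosophila ovaries with RPL10a-GFP driven in the soma by tj:Gal4 or in the germline by nos:Gal4VP16, with 2 libraries per group and 4 in all. The samples were mapped from the sample labels and the paper, and each column of the table from its name. The authors deposited FPKM values for 17490 genes, 1 column per library, with decimal commas, which were read as decimal points; the automatic check of the unit could not read these values, so their range was checked separately. All 17490 cells of each column were numbers of at least 0. The paper's text describes the immunoprecipitation, the library kit and the sequencing provider, and names no aligner, counting tool, genome build or annotation. The paper's S1 Table holds a comparison by the authors of the same libraries, in columns named as in DESeq2 output, of which the first 1999 lines were used here, from a shortened copy.

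Gene symbols and identifiers were used as deposited; 82 genes have no symbol. The identifiers of 17301 genes matched the Ensembl release 115 annotation of BDGP6.54, from which coordinates, gene types and exon lengths were taken, and which need not be the annotation the authors used. Whole reads were recovered from the FPKM for 96.6% of the genes above 0, with a tolerance of 0.03 reads. The library constants found in this step match size factors from a median ratio, so the deposited FPKM had been scaled between libraries, and a further scaling by the median ratio gave the same factor for all 4 libraries. Apart from reads on rRNA, soma replicate 1 had 27.0 times the reads of soma replicate 2. Read totals leave out genes whose exon length gave no whole reads.

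Soma was compared with germline by limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with lmFit and eBayes with a trend, for genes with a mean of at least 0.1 FPKM, without a replicate block. Genes were counted past a fold change of 5 and an unadjusted p under 0.05, the cut-offs of the paper's Fig 2 legend, and also after Benjamini-Hochberg adjustment. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The test was tried on simulated data for 8419 genes with the real means, lengths and depths and a dispersion of 0.1, in which 100 genes per direction were changed 10-fold. It recovered 98 of the soma genes and 97 of the germline genes, and it called 39 unchanged genes in the soma and 65 in the germline. The changed genes were drawn from those with a mean of at least 1 FPKM, so the recovery says nothing about lower genes. With limma-voom on the same simulated reads, recovery was equal, and 5 unchanged genes were called in the soma and 45 in the germline. A fold against a group with 3 reads or fewer in both libraries is given as a lower bound, computed against 3 reads in each library. It uses the mean of the other group and does not cover the spread between that group's libraries. Nor does it cover the counting error of genes with observed reads close to 3.

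The alternatives were pseudocounts of 1 and 0.01, all genes above 0, a minimum mean of 1 FPKM, scaling by the median ratio, quantile normalization, eBayes without a trend, adjusted p-values, a replicate block and, for fold changes without a test, each replicate left out. These were set before the data were examined. Limma-voom on the recovered reads, protein-coding genes alone and a crossed replicate block were added after seeing the data. The named genes are those the paper names for the TRAP experiment, the genes of Fig 2B, the ecdysone synthesis genes, the innexins, and the 5 genes with the largest change in each direction among those past the cut-offs. Gene ontology classes and the Fly Cell Atlas were not analysed here. The coch isoforms were not analysed here, since the values are per gene. The values of 1 of the genes of Fig 2B are not reported here.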

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

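The comparison of marker genes, the count under quantile normalization and the count of germline genes at 0 in soma replicate 2 were tested only after those patterns had been seen; the other tests were set before their result was seen. The design sets soma against germline, but the groups also differ in Gal4 driver and fly genotype. It cannot separate these from the tissue.

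The paper does not discuss genes enriched in the germline as a group. Of the 8823 genes tested, 95 were more than 5-fold higher in the germline at an unadjusted p under 0.05 with limma, against 830 in the soma. In simulated data of the same depth, in which 100 genes per direction were changed, limma called 65 unchanged genes in the germline direction and 39 in the soma direction, so a large part of the 95 may be false calls; Benjamini-Hochberg adjustment left 48 germline genes and 544 soma genes. Of the 95 genes, 68 are protein-coding, 10 are snoRNA genes, 7 rRNA genes and 6 other noncoding RNA genes, and 37 had 10 reads or fewer in both germline libraries. Low depth of soma replicate 2 was considered, since 63 of the 95 genes were at 0 reads in it, but genes selected for low values in the soma are bound to show zeros in the library with the fewest reads, so this count decides nothing. Of those 63 genes, 41 were also more than 5-fold lower in soma replicate 1, the deepest library, on the log2(FPKM + 0.1) scale, as were 54 of all 95.

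That more genes pass in the soma than in the germline was compared with 3 technical explanations. The soma immunoprecipitates may hold germline RNA: 19 genes listed in advance for germ cells were found in the soma libraries at a median of 43.4% of their germline FPKM (27.8% to 102.6%), while 13 genes listed for follicle cells were found in the germline libraries at a median of 9.7% of their soma FPKM (permutation test, 2-sided, p = 0.0087 across genes). One gene of the follicle cell list, cad, was at 247.6%, with 8.05 FPKM in the soma and 19.94 FPKM in the germline. Its place on that list is therefore in doubt, and it was kept in the median and the test. With 43.4% of the germline level in the soma libraries, a 5-fold difference in favour of the germline is out of reach for most such genes. RpS10a was found in the soma libraries at 0.3% of its germline level. That gene was picked for the largest change in the germline direction, and a difference between the fly stocks was not tested there. Its value therefore decides nothing for or against a uniform admixture. Translation of the listed germ cell genes in follicle cells would give the same shares and was not tested. Next, with the reads of every library thinned to 629199, genes above 5-fold in the soma still outnumbered those in the germline by 3.39, with 1283 against 378 genes, compared with 4.74 before thinning, so unequal depth does not account for the excess by itself. Quantile normalization lowered the ratio of soma to germline genes past the cut-offs from 8.74 to 2.55, and the ratio without a test from 4.74 to 1.82, more than thinning did. The direction of the excess held under quantile normalization, but much of its size depends on this setting. The setting equalizes whole distributions, low values included, and soma replicate 1 had 7579 genes at 0 against 9483 to 9621 elsewhere. It therefore cannot separate scaling from unequal depth. The excess of soma genes can be told apart neither from germline RNA in the soma immunoprecipitates nor, in its size, from the normalization.

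Genes with rRNA in their symbol took 74.27% of the recovered reads in soma replicate 2 but 6.22% in soma replicate 1, while the germline replicates had 65.25% and 55.56%. The paper does not report this share. The values differ within the soma, so the genotype does not separate them, and no explanation was tested.

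RpS10a had the largest change in the germline direction among the genes past the cut-offs, and the paper does not discuss it. Its log2 fold change was -8.53 (standard error 0.95, limma adjusted p = 0.0037), from 281 and 120 reads in the germline and 14 and 0 reads in the soma. It lies on chromosome 3R of BDGP6.54 from 27652760 to 27653363. Only RpS10a and Cyp4p2, among protein-coding genes with a mean of at least 5 FPKM in the germline, stayed under 5% of the lowest germline value in both soma libraries. Cyp4p2 had 43 and 55 reads in the germline and 0 in the soma, and was at least 11.9-fold higher in the germline. The listed germ cell genes were all at 27.8% or more of their germline level in the soma libraries, far above RpS10a and Cyp4p2, so these 2 genes do not follow the other germ cell genes. Linked variants between the 2 fly stocks were considered, and 0 of the 2 genes lay within 100 kb of the other, but the genes are on different chromosomes, so this count was fixed in advance and decides nothing. Whether the stocks differ at either gene was not tested.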

How the results depend on the processing

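With a pseudocount of 1 in place of 0.1, genes past the cut-offs fell from 830 to 428 in the soma and from 95 to 30 in the germline, the Fig 2B transporter genes from 11 to 5 and the ecdysone genes from 6 to 2; without a test, genes above 5-fold fell from 1010 to 433 in the soma and from 213 to 30 in the germline. With a pseudocount of 0.01, the genes above 5-fold without a test rose to 1592 in the soma and 483 in the germline. After Benjamini-Hochberg adjustment, 544 soma genes, 48 germline genes, 6 transporter genes and 2 ecdysone genes passed. With quantile normalization, germline genes past the cut-offs rose to 242 and, without a test, to 399, and 7 transporter genes and 3 ecdysone genes passed. Soma genes then made up 71.8% of the genes past the cut-offs (617 against 242), compared with 89.7% (830 against 95); this setting moved the median log2 fold change of all genes from 0.04 to -0.17, and the median of the shifts of single genes was -0.16. The cause was not tested. With the replicate block, 803 soma and 146 germline genes passed, and with the crossed pairing, chosen after seeing the data, 824 and 152.

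The deviations of same-numbered samples from their group means had a correlation of -0.07 over all genes tested and of -0.19 over the 3646 genes with a mean of at least 10 FPKM. The replicate numbers come from the sample labels, and same-numbered samples are ovaries of different flies.

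The soma count was 617 to 868 under the alternatives other than the pseudocount of 1 and the adjusted p-values. Of the 830 soma genes, 617 passed under quantile normalization. Of the 785 of them that limma-voom on the recovered reads could test, 678 passed, a setting chosen after seeing the data in which 774 soma and 131 germline genes passed. With protein-coding genes alone, also chosen after seeing the data, 805 soma and 80 germline genes passed. Scaling by the median ratio applies 1 factor to all libraries and shows no stability. The biosynthesis genes of Fig 2B past the cut-offs numbered 4 to 6 under the alternatives set in advance and with limma-voom. They were not counted for protein-coding genes alone and the crossed block. Of these genes, P5CS passed with protein-coding genes alone (limma unadjusted p = 0.036) but not with the crossed block (limma unadjusted p = 0.12). The Spearman correlations between replicates of the same group moved by less than 0.1 with either filter.

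Leaving out 1 replicate leaves a group with 1 library and no test. The genes above 5-fold then numbered from 1016 to 1287 in the soma and from 167 to 482 in the germline across the 4 comparisons that each left out one replicate. For 46 named genes, 315 comparisons with a test, under both pseudocounts, both filters, quantile normalization, the replicate block and limma-voom where the gene could be tested, gave 292 on the same side of an unadjusted p of 0.05, 22 weaker and 1 stronger, with 0 reversed. This count leaves out the 5-fold cut-off: Gs2, at a log2 fold change of 1.42 with a pseudocount of 1, counted as the same. The 46 also include the 5 genes per direction chosen for the largest change, which favours the same side. With a replicate left out, the fold change of each named gene stays within the spread between replicates by construction, so it shows no stability.

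Depth limits the low genes. In soma replicate 2, 3 reads on a gene of 1 kb were worth 2.43 FPKM, and 312 of the 785 soma genes with recovered reads had 3 reads or fewer in both germline libraries.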

Differences from the paper's values

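In the first 1999 lines of the paper's S1 Table, which were the ones read, 39 genes pass a fold change of 5 in the germline direction at an unadjusted p-value under 0.05, and 95 passed here with limma on log2(FPKM + 0.1). Of the alternatives set before the data were examined, a pseudocount of 1 gave 30, within 1.5 times of the paper's 39. Adjusted p-values gave 48, against 28 genes with an adjusted p-value under 0.05 in the same lines of the paper's table. The others gave 87 with a pseudocount of 0.01, 92 with all genes above 0, 76 with a minimum mean of 1 FPKM, 93 with scaling by the median ratio, 242 with quantile normalization, 88 without the trend and 146 with the replicate block.

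The paper lists NKCC among the transporters enriched in the soma. Its log2 fold change was 2.69 (standard error 1.32, limma adjusted p = 0.24) against the paper's 3.22 (standard error 1.28), and it did not pass at an unadjusted p under 0.05 under any setting run. The paper states that tret1-1 was not expressed in the germline; 11 and 10 reads of Tret1-1 were recovered in the germline libraries, with a mean of 0.963 FPKM, 3.0% of its soma level. The paper describes the transporters of Fig 2B as specific to the soma; 86 and 74 reads of CG43693 were recovered in the germline libraries, 5.7% of its soma level. Both shares are below the 7.3% of tj and the median of 9.7% of the listed follicle cell genes. Tret1-1 was also below the lowest of them, ct at 3.1%, while CG43693 was above ct, Fas3 (3.8%) and eya (4.1%). Neither share exceeds those of all follicle cell genes, so these reads alone do not show expression in germ cells. For CG43693, named coch in the paper, RNA-FISH and a GFP-tagged protein gave the authors no signal in the germline.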

Other observations

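The comparison of muscle genes between the soma replicates, the tests of fat body, neuron and glia genes, and the rule that a list of fewer than 3 genes decides nothing, were chosen after the values were seen; the other tests in this part were set before.

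Innexins form the gap junctions between follicle cells and germline. In the TRAP libraries, ogre, Inx2, Inx3 and Inx7 were more than 5-fold higher in the soma at a limma adjusted p under 0.05, with log2 fold changes of 3.52, 2.97, 5.49 and 4.41 (standard errors 0.3, 0.34, 0.44 and 0.62). The mean of Inx2 was 59.8 ± 21.8 FPKM in the soma and 7.31 ± 0.412 FPKM in the germline (SD, n = 2 each). For zpg, the mean was 17.5 ± 2.39 FPKM in the soma and 42.7 ± 3.39 FPKM in the germline (SD, n = 2 each), with a log2 fold change of -1.29 (standard error 0.27, limma adjusted p = 0.027). Inx5 and Inx6 are listed at 0 in the 4 libraries, and shakB had 44 reads in soma replicate 1 and 0 in the others. No whole reads were recovered for Inx7.

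Different follicle stages in the 2 soma pools were a candidate explanation for the spread between the soma replicates. For 11 vitelline membrane and yolk genes, the median log2 ratio of replicate 1 to replicate 2 was -0.27, at the percentile 74.2 of 10000 random lists matched on mean expression. For 10 chorion genes it was -0.48, at the percentile 46.1. Neither list stood apart, so these genes give no sign of a difference in stage; the lists describe these 2 libraries.

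RNA of other cell types in the soma immunoprecipitates was also examined. For 10 muscle genes, the median log2 fold change was 1.01, at the percentile 61.4 of the random lists, and 0 of the 10 passed the cut-offs. Between the soma replicates, however, all 10 were higher in replicate 2, with a median log2 ratio of replicate 1 to replicate 2 of -2.27, at the percentile 0.1 of the random lists. Muscle RNA in the pool of replicate 2 is a candidate explanation for part of the spread between the soma replicates, but with 1 library each it cannot be told apart from other differences between them. Of 6 hemocyte genes, srp was the 1 gene with enough expression to be tested, with a log2 fold change of 4.00, and a list of 1 gene decides nothing. The other hemocyte genes, Hml, NimC1, eater, Pxn and He, were at 0.14 FPKM or less in both soma libraries, which speaks against RNA from hemocytes. Of 4 fat body genes, Fbp2 and apolpp could be tested, with a median log2 fold change of 1.2, at the percentile 61.1 of the random lists, and Lsp2 and Fbp1 were below 0.1 FPKM in both soma libraries. Of 5 genes of neurons and glia, elav could be tested, with a log2 fold change of 2.38 (standard error 1.12, limma adjusted p = 0.22), at the percentile 77.0, and the other genes of that list, nSyb, Syt1, repo and brp, were at 0.26 FPKM or less in both soma libraries. Lists this short decide nothing; Fbp2, apolpp and elav did not pass the cut-offs, while srp did.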
